# Spontaneous Transformation of Murine Oviductal Epithelial Cells: A Model System to Investigate the Onset of Fallopian-Derived Tumors

**DOI:** 10.3389/fonc.2015.00154

**Published:** 2015-07-17

**Authors:** Michael P. Endsley, Georgette Moyle-Heyrman, Subbulakshmi Karthikeyan, Daniel D. Lantvit, David A. Davis, Jian-Jun Wei, Joanna E. Burdette

**Keywords:** carcinogenesis, fallopian tube, cancer, ovarian cancer, and model system

## Abstract

High-grade serous carcinoma (HGSC) is the most lethal ovarian cancer histotype. The fallopian tube secretory epithelial cells (FTSECs) are a proposed progenitor cell type. Genetically altered FTSECs form tumors in mice; however, a spontaneous HGSC model has not been described. Apart from a subpopulation of genetically predisposed women, most women develop ovarian cancer spontaneously, which is associated with aging and lifetime ovulations. A murine oviductal cell line (MOE^LOW^) was developed and continuously passaged in culture to mimic cellular aging (MOE^HIGH^). The MOE^HIGH^ cellular model exhibited a loss of acetylated tubulin consistent with an outgrowth of secretory epithelial cells in culture. MOE^HIGH^ cells proliferated significantly faster than MOE^LOW^, and the MOE^HIGH^ cells produced more 2D foci and 3D soft agar colonies as compared to MOE^LOW^ MOE^HIGH^ were xenografted into athymic female nude mice both in the subcutaneous and the intraperitoneal compartments. Only the subcutaneous grafts formed tumors that were negative for cytokeratin, but positive for oviductal markers, such as oviductal glycoprotein 1 and Pax8. These tumors were considered to be poorly differentiated carcinoma. The differential molecular profiles between MOE^HIGH^ and MOE^LOW^ were determined using *RNA-Seq* and confirmed by protein expression to uncover pathways important in transformation, like the p53 pathway, the FOXM1 pathway, WNT signaling, and splicing. MOE^HIGH^ had enhanced protein expression of c-myc, Cyclin E, p53, and FOXM1 with reduced expression of p21. MOE^HIGH^ were also less sensitive to cisplatin and DMBA, which induce lesions typically repaired by base-excision repair. A model of spontaneous tumorogenesis was generated starting with normal oviductal cells. Their transition to cancer involved alterations in pathways associated with high-grade serous cancer in humans.

## Introduction

Epithelial ovarian cancer (EOC) has a disproportionately high-mortality rate in comparison to other gynecologic malignancies, ranking first overall (1). The American Cancer Society estimates that 14,180 women will succumb to this disease annually and 21,290 will be newly diagnosed in 2015 (2). EOC can be divided into five common histotypes including mucinous, endometrioid, clear cell, low-grade serous, and high-grade serous carcinoma (HGSC) (3). HGSC is the most prominent EOC histotype and accounts for nearly 75% of all EOC-related mortality. Moreover, the 5-year survival rate from 2003 to 2009 was 44%, a mere 8% improvement from the mortality rates observed 30 years earlier (1). The underlying molecular events contributing to initiation and progression are still lacking, leading to patients rarely being diagnosed in stage I (4). Aspects contributing to this high-mortality rate are the debatable cellular origin of the disease and the paucity of models representing spontaneous tumor formation (5).

The source of EOC is currently being investigated with both the ovarian surface epithelia (OSE) and the fallopian tube secretory epithelial cell (FTSEC) serving as possible progenitor populations (6). The ovarian surface was considered the source of EOC for decades with recent evidence pointing to the fallopian tube or both. For example, women undergoing prophylactic salpingo-oophorectomies due to germ-line mutations in either *BRCA1* or *BRCA2* provided pathologists with tissue specimens that contained neoplastic lesions in the fimbriae of the fallopian tubes (7). Fallopian tube lesions occurred in women with HGSC and with serous tubal epithelial carcinomas (STICs), leading to the hypothesis that the fallopian tube secretory epithelium is a potential source of HGSC (8). Recent evidence specifically demonstrates that the secretory epithelial cells of the fallopian tube (or oviduct in mice) are the source of tubal-derived HGSC (9–11).

There are many well-established cellular and animal models used to study FTSEC or oviductal epithelial cell transformation by using SV40, which functionally inhibits both the Rb and p53 tumor-suppressor pathways (12–15). The concern with using SV40 is that blocking these two important tumor-suppressor pathways as well as overexpressing oncoproteins, such as c-Myc or H-Ras, will induce tumorigenesis in many, if not all cell types and that mutation and loss of p53 function are not equivalent (16). Mutation in p53 is the defining event that is common to 96–100% of HGSC (17). Genetically modified models have been generated from both the OSE and FTSECs (18, 19) generally targeting the specific genes associated with human HGSC (18, 19). This targeted approach to tumorigenesis has provided important evidence that both OSE and oviductal cells (murine equivalent of fallopian tube) can form tumors, but lacks information regarding the mechanisms for these changes to occur. Furthermore, in human disease, it is unclear whether these commonly mutated genes are normally involved in disease initiation and/or progression.

The development of spontaneous models of HGSC would assist in understanding the origins and progression of this disease. For decades, the OSE was the primary cell type thought to give rise to HGSC with numerous cellular and transgenic animal models supporting this theory (20–24). For example, both rat and murine OSE cells isolated and passaged in culture have provided evidence that the OSE can give rise to tumors that exhibit many phenotypic and genetic similarities to the human disease (25–28). Another critical model of spontaneous ovarian cancer is the laying hen, which mainly develops endometrioid EOC, instead of HGSC, and has a unique oviduct that primarily functions as a shell gland (29–31). Therefore, this study focused on the development of a new spontaneous model of ovarian cancer derived from outbred CD1 oviducts. Similar to OSE models, continuous passaging produced transformed cells that demonstrated unique changes in transcription consistent with the human disease. This model provides a unique tool for understanding aspects of tumorigenesis from oviductal cells. This model may also be used to understand how cells develop resistance to chemotherapy.

## Materials and Methods

### Animals

Female CD1 mice were purchased from Harlan (Indianapolis, IN, USA) and NCr *nu/nu* athymic (nude) female mice from Taconic (Hudson, NY, USA). Animals were treated in direct compliance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals, using protocols approved by the Animal Care Committee at the University of Illinois at Chicago (UIC). Mice were housed in a temperature and light controlled environment (12 h light, 12 h dark) and provided food and water *ad libitum*. Nude mice were euthanized when tumors developed and based on loss of wellness and humane endpoints. All mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation.

### Isolation of murine oviductal epithelial cells

Primary murine oviductal epithelial (MOE) cells (also called murine tubal epithelial cells or MTEC) were pooled from multiple oviducts to establish one cell line from 8-week-old female CD1 mice, as previously described (32). To ensure purity, oviducts were carefully excised, and using a dissecting scope, removed the ovaries, bursa, uterus, and fat pads. MOE cells were maintained in complete medium containing α-MEM modified Eagle’s medium (CellGro, Manassas, VA, USA) supplemented with ribonucleosides, deoxynucleosides, and l-glutamine and supplemented with 10% fetal bovine serum, 2 mM l-glutamine (Life Technologies, Grand Island, NY, USA), 2 μg/ml epithelial growth factor, 5 μg/ml insulin, 5 μg/ml transferrin, 5 ng/ml sodium selenite (Roche; Indianapolis, IN, USA), 1 mg/ml gentamycin (CellGro; Manassas, VA, USA), and 18.2 μg/ml β-estradiol (Sigma Aldrich; St Louis, MO, USA). MOE cells were maintained in a humidified atmosphere containing 5% CO_2_ at 37°C.

Once the primary isolated MOE cells became established in culture, the MOE^LOW^ cells (passages 8–25) were continuously passaged to generate the experimentally aged, MOE^HIGH^ cells (passages 85–120). The MOE cells were verified to be clean of *Mycoplasma* spp. and 12 other rodent pathogens after analysis using the IMPACT III Profile test (IDEXX BioResearch, Columbia, MO, USA).

### Western immunoblotting

Murine oviductal epithelial cells were lysed in modified RIPA buffer and protein concentration was determined, as previously described (33). Whole cell lysates in RIPA buffer (30 μg/well) were separated, transferred to nitrocellulose membrane (GE Healthcare Life Sciences, Pittsburgh, PA, USA), blocked, and incubated with primary antibody shaking at 4°C overnight. Membranes were incubated with HRP-conjugated secondary antibody and exposed to SuperSignal West Femto substrate (Thermo Scientific, Waltham, MA, USA). All blots were photographed using the FluorChem E documentation system (Protein Simple; Santa Clara, CA, USA). Densitometry is calculated from three blots.

Primary antibodies include the following: phosphorylated-Rb1 (Ser780), c-myc, p53, E-cadherin, and α-tubulin were all obtained from Cell Signaling Technology, Inc. (Danvers, MA, USA); cyclin E1, N-cadherin, and OVGP1 were from Abcam (Cambridge, MA, USA); p21, p16^INK4A^, and FoxM1 from Santa Cruz Biotechnologies (Santa Cruz, CA, USA); and PAX8 from Proteintech (Chicago, IL, USA).

### MOE cell RNA preparation and sequencing using next-generation RNA-sequencing technology

MOE^LOW^ (passages 8, 9, and 10) and MOE^HIGH^ (passages 90, 103, and 113) cells were plated and at 75% confluency, they were washed with PBS, lysed, and total RNA extracted in Trizol reagent (Life Technologies), according to manufacturer’s protocol. To ensure that there was no residual genomic DNA contamination, samples were treated with RNase-free DNase I and RNA was further purified using RNeasy Mini cleanup (Qiagen Inc., Valencia, CA, USA). The concentration of the total RNA was determined using the NanoVue Plus spectrophotometer provided by the UIC Resource Research Center Core (GE Healthcare Bio-Sciences, Piscataway, NJ, USA) and RNA purity as determined by the RNA integrity number (RIN) was verified using TapeStation 2200 (Agilent Technologies, Palo Alto, CA, USA).

Each total RNA sample had ribosomal RNA removed using TruSeq Stranded Total RNA with Ribo-Zero (Illumina, San Diego, CA, USA). Strand-specific libraries were constructed and quantitated using Qubit, and cDNAs verified by qPCR. The resulting six libraries were pooled and sequenced using TruSeq SBS sequencing kit 3 for 101 cycles on a HiSeq2000 (Illumina) and processed with Casava (version 1.8.2.), according to the manufacturer’s protocol.

### RNA-seq transcriptome analysis

The quality of DNA reads (fastq format) was evaluated using FastQC. The data were analyzed following the previously described procedure (34). Briefly, the reads were aligned to the *Mus musculus* genome (mm10) using TopHat, version 2.0.8b^1^. Aligned reads were used to determine the expression of known mmu10 gene annotations from the University of California-Santa Cruz website using Cufflinks version 2.1.1^2^. The individual transcript files generated by Cufflinks were merged into a single gene annotation file and used to determine the differential expression analysis feature in Cuffdiff.

Differential expression was determined to be statistically significant by Cuffdiff using a false discovery rate (FDR)-adjusted *p*-value, where significance was set to *p* ≤ 0.05 (35). Differential expression analysis was processed using R-package (cummeRbund) and used to compare the MOE^LOW^ and MOE^HIGH^ cells. The cummeRbund results were used to create a dendrogram comparing the differences between all MOE^LOW^ and MOE^HIGH^ cell passages. Furthermore, pathway analysis was performed on transcript lists from both cell lines using GeneCoDis to identify the KEGG and Panther pathways that are significantly different between MOE^LOW^ and MOE^HIGH^ cell lines (36–38). RNA-sequencing technology (RNA-seq) and data analysis were supported by the Northwestern University Next-Generation Sequencing Core Facility and Dr. Matthew Schipma.

### Quantitative PCR analysis

Total RNA (1.0 μg) was reverse transcribed using the iScript cDNA synthesis kit (BioRad), according to manufacturer’s instructions. cDNA was amplified and analyzed using ViiA7 iCycler real-time SYBR PCR detection system (Life Technologies). Samples are normalized relative to the internal control *Gapdh* and MOE^HIGH^ cells were compared to the MOE^LOW^ cells (ΔΔC_t_ expressions) of *Cdkn1a*, *Foxm1*, *Trp53*, *Ovgp1*, and *Pax8*.

### Cell proliferation

Sulforhodamine B (SRB) assays were used to determine proliferation of MOE cells, as described previously (33). Briefly, MOE cells (1.0 × 10^3^/well) were incubated for 0, 12, 24, 48, and 72 h. Absorbance was measured at 505 nm using a BioTek Synergy 2 microplate reader (BioTek). All assays were repeated in at least three biological replicates. For experiments using doxorubicin, cisplatin, paclitaxel, and DMBA, cells were treated with eight concentrations in four independent experiments and the data plotted represent the average cell viability for each concentration. The values of LC_50_ were determined from the averaged data that were fit to the curve using Prism.

### Clonogenic assay

MOE^LOW^ and MOE^HIGH^ cells were plated (200 cells/60 mm-dish) and incubated for 6 days. After incubation, cells were washed, fixed with 4% (*w/v*) paraformaldehyde, and stained with 0.04% (*w/v*) crystal violet for 30 min at room temperature. Plates were washed with deionized H_2_O, dry, and photographed using the FluorChem E documentation system (Protein Simple, Santa Clara, CA, USA). Numbers of foci were analyzed using Image J software (NIH) from four biological replicates.

### Soft agar colony formation assay

Murine oviductal epithelial (1.5 × 10^4^) cells were suspended in 0.35% (*w:v*) agar on top of a 0.5% (*w:v*) base agar layer (39). Cells were incubated for 14 days with media changed every 3 days. Final colonies were imaged on a Nikon Eclipse TS100 microscope and colonies were counted using Image J software from three biological replicates.

### Tumorgenicity in nude mice

The procedure of injections was performed, as previously described (13). Briefly, both *s.c*. (1.0 × 10^6^ cells in Matrigel/animal) and *i.p*. (1.0 × 10^7^ cells in PBS/animal) injections were done into all mice (*n* = 5 mice/group). Once palpable, tumor growth was monitored weekly using digital calipers. Animals were sacrificed at humane endpoints and tumors were excised, weighed, and either embedded in paraffin for immunohistochemistry (IHC) or flash frozen in liquid nitrogen for protein and mRNA analysis. Additionally, gross internal anatomy was inspected for any signs of *i.p*. disease.

### Immunohistochemistry

Paraffin-embedded tissues sectioning, H&E staining, and IHC were completed, as described previously (40). Tissue sections were incubated with the following primary antibodies overnight at 4°C: anti-CK8 (1:200; Developmental Studies Hybridoma Bank, Iowa City, IA, USA); anti-Pax8 (1:200; Proteintech, Chicago, IL, USA); anti-Ki67 and anti-OVGP1 (1:100; Abcam, Cambridge, MA, USA). DAB staining was used to detect protein expression in tissue sections. Stained sections were analyzed by a pathologist (Dr. Jian-Jun Wei, Northwestern University). Slides were imaged on a Nikon Eclipse E600 microscope using the 40× objective.

### Immunofluorescence

Murine oviductal epithelial (5.0 × 10^4^ cells/well) cells were plated in an eight-well chamber slide and stained for various proteins, as previously described (41). Briefly, cells were fixed in 4% (*w/v*) PFA, permeabilized with 0.2% (*v/v*) Triton X-100, blocked with 10% (*v/v*) goat serum, incubated with primary antibody for 1 h at room temperature. The primary antibodies used were anti-Pax8 (1:200; Proteintech, Chicago, IL, USA); and anti-OVGP1 (1:200; Abcam, Cambridge, MA, USA). Proteins were visualized by incubation with AlexaFluor488 (green) secondary antibodies and slides were mounted using Vectashield Mounting Medium containing DAPI (Vector Laboratories; Burlingame, CA, USA). Slides were imaged on a Nikon Eclipse E600 microscope and captured using Nikon DigitalSight DS-Ri1 camera.

### Statistical methods

Statistical analysis was carried out using GraphPad Prism software (GraphPad Software, La Jolla, CA, USA). All values are expressed as the means of samples ± SEM. Statistical significance was determined by unpaired *t*-test a *p* < 0.05 was considered to be statistically significant.

## Results

### MOE^HIGH^ demonstrate *In vitro* and *In vivo* evidence of spontaneous cellular transformation

In order to derive an oviductal cell line, CD1 mice were utilized as a source of primary cells because they are an outbred strain that might provide a model for human disease. Murine cells were used to compare to existing ovarian surface models, and because they typically can be immortalized on plastic without the use of viral oncoproteins. CD1 cells were confirmed to be of epithelial origin, as previously described (32). The CD1 cells were then continuously cultured to up to 130 passages to generate two cell models, MOE^LOW^ (passages 5–25) and MOE^HIGH^ (passages 85–120). Both MOE^LOW^ and MOE^HIGH^ expressed oviductal glycoprotein 1 (OVGP1) and PAX8 based on RNA (Figure 1A) and protein expression (Figure 1B; Figure S1 in Supplementary Material) (42, 43). 

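In RNA sequencing of MOE LOW (passages 8, 9 and 10) and MOE HIGH (passages 90, 103 and 113), neither the oviductal glycoprotein gene Ovgp1 nor Pax8, a transcription factor of Müllerian duct epithelium, passed the test between the groups. Ovgp1 lies on chromosome 3 of mm10 from 105973802 to 105987423 and was at 0.875 ± 0.187 FPKM (SD, n = 3 passages) in MOE LOW and at 0.887 ± 0.162 FPKM in MOE HIGH. Its log2 fold change was 0.01 (standard error 0.12, adjusted p = 0.95 from limma), and its sign turned with the libraries scaled to equal totals (-0.01) and without the library of passage 9, 10, 103 or 113 (-0.04 to -0.01). Pax8, on chromosome 2 of mm10 from 24420551 to 24475599, was at 49.2 ± 5.04 FPKM in MOE LOW and 45.0 ± 3.94 FPKM in MOE HIGH, with a log2 fold change of -0.12 (standard error 0.12, adjusted p = 0.39 from limma). Of 14 genes of the oviductal secretory epithelium, 6 were higher, 5 were lower and 3 did not pass the test (6 higher and 5 lower adjusted over the list alone). The mesothelin gene Msln rose from 20.0 ± 6.20 to 166 ± 44.7 FPKM and the keratin gene Krt18 from 798 ± 25.3 to 2029 ± 531 FPKM. The homeobox gene Emx2 fell from 12.7 ± 1.41 to 3.84 ± 0.826 FPKM and the hyaluronan receptor gene Cd44 from 145 ± 27.8 to 64.7 ± 15.4 FPKM. Neither the higher nor the lower calls were over-represented in this list (adjusted p = 0.26 and 0.90 from Fisher's exact test), but the 4 genes called higher by a test against a 2-fold change were (adjusted p = 0.0025 from Fisher's exact test). In the same test the list of mesothelium and ovarian surface epithelium, another cell type, whose list shares Msln and Wt1, had 5 of 13 genes higher and 4 lower (adjusted p = 0.00015 and 0.063 from Fisher's exact test). Without a minimum fold 6 were higher, 5 were lower and 2 did not pass the test (6 higher and 5 lower adjusted over the list alone). For those higher calls adjusted p was 0.21, with 0.043 for calls at an adjusted p of 0.01 and 0.039 without chromosomes 2, 8 and 19, each from Fisher's exact test. The camera test compares the values of all genes of a list with the other genes and counts no calls. With an estimated correlation it gave the secretory list adjusted p = 0.70 and the other list 0.65. Each adjusted p with an estimated correlation given below is from camera, which with that setting called 0 of 51 lists. The fry test, which asks whether the genes of a list move on balance in a common direction, turned the mesothelium list to down (adjusted p = 0.0039).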

MOE^HIGH^ cells lost acetylated tubulin and expressed Pax8, consistent with other oviductal models cultured on plastic that tend to undergo senescence and lose cilia function that produce an outgrowth of the secretory subtype of epithelium. Recent evidence suggests that most HGSC originate from the FTSECs (44). The outgrowth of secretory cells in fallopian tube fimbria is often described by pathologists as a putative preneoplastic lesion called a SCOUT (11).

**Figure 1:**
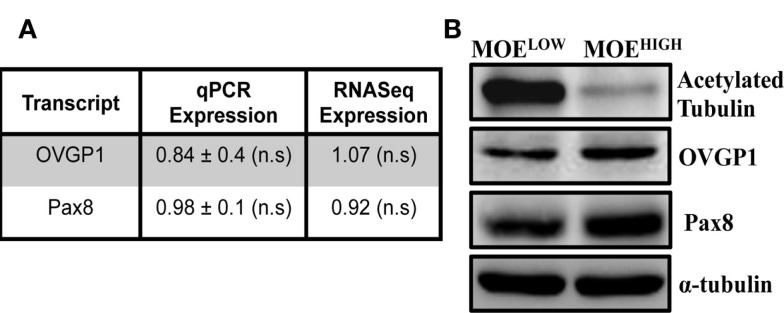
**MOE^HIGH^ lose acetylated tubulin upon serial passaging**. **(A)** OVGP-1 and Pax8 expression levels were similar in qPCR and RNA sequencing and not significant (n.s.) between MOE^HIGH^ and MOE^LOW^. **(B)** Western blotting on MOE^HIGH^ and MOE^LOW^ cell lysates probed for acetylated tubulin, OVGP-1, PAX8, and normalized to α-tubulin.

MOE^HIGH^ cells were tested for *in vitro* aspects of transformation. First, the rate of proliferation of MOE^HIGH^ was compared to MOE^LOW^. MOE^HIGH^ cells proliferated significantly more than MOE^LOW^ after 48 and 72 h (Figure 2A). The average doubling time of MOE^HIGH^ cells was 17.3 h as compared to the MOE^LOW^ doubling time of 24.1 h. Next, a clonogenic assay was employed to monitor the ability of MOE^HIGH^ cells to form colonies as compared to MOE^LOW^. MOE^HIGH^ cells formed significantly more clonogenic colonies than MOE^LOW^ after 6 days (Figure 2B). MOE^HIGH^ demonstrated on average 76 ± 3 colonies or about 38% of the cells plated formed foci as compared to MOE^LOW^, where only 9.8% formed foci. Finally, the cells were grown in soft agar to test whether they exhibited anchorage independent growth. MOE^HIGH^ cells formed a significant number of soft agar colonies (14 ± 1) after 14 days, while MOE^LOW^ did not form colonies and persisted as single cells in agar (Figure 2C).

**Figure 2:**
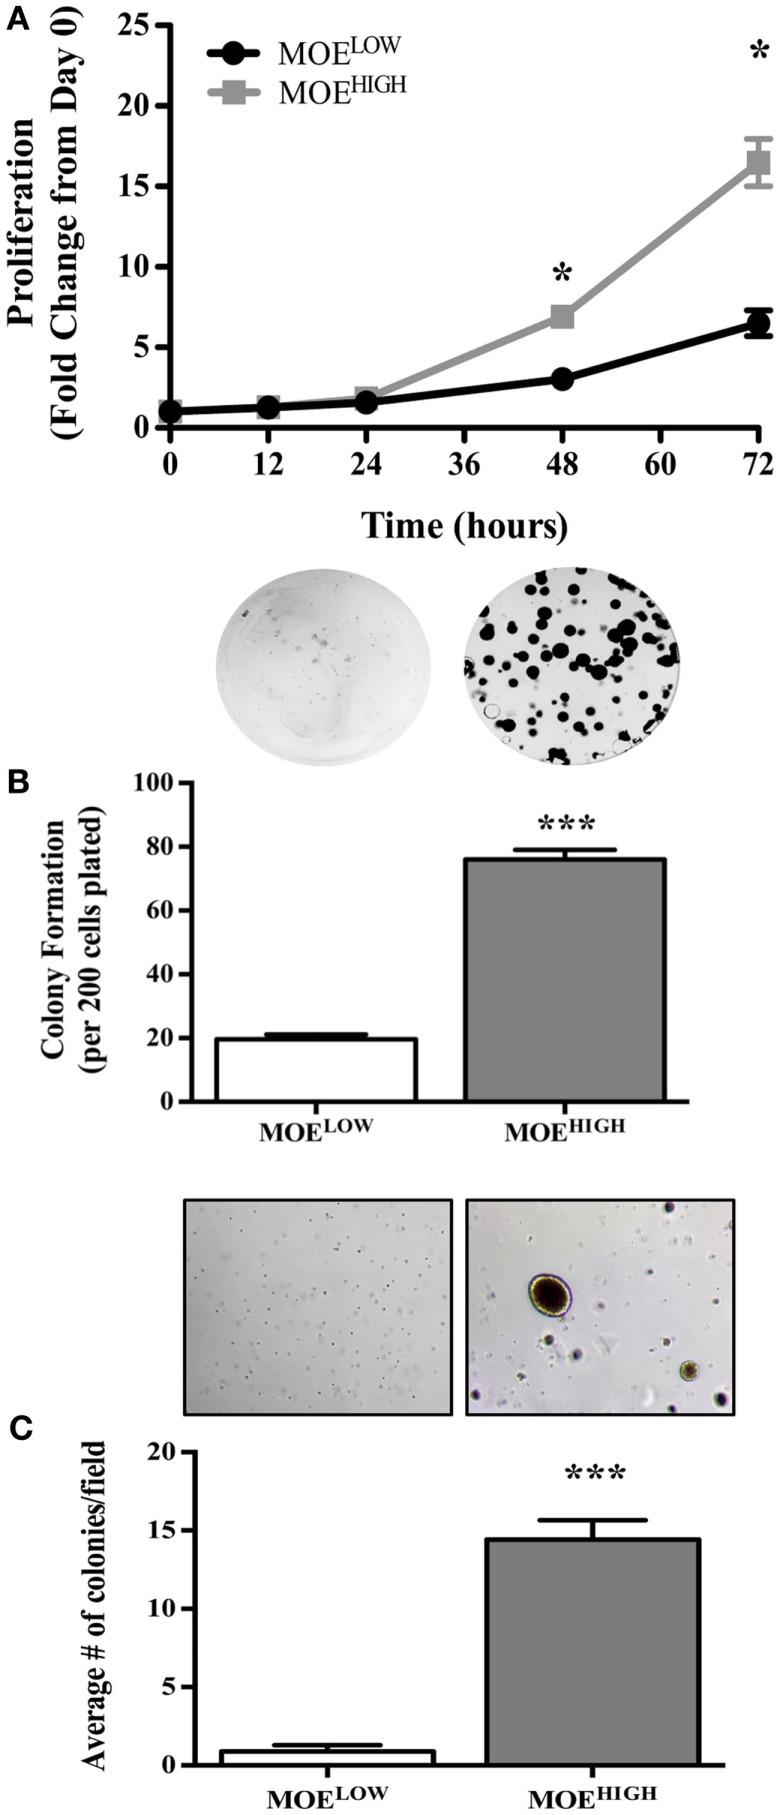
**MOE^HIGH^ cells demonstrate *in vitro* aspects of transformation, such as enhanced proliferation, foci formation, and soft agar colony growth, as compared to MOE^LOW^**. **(A)** Proliferation of MOE^HIGH^ and MOE^LOW^ cells was analyzed using SRB assay and data calculated as the fold change from day 0. **(B)** MOE^HIGH^ and MOE^LOW^ cells were tested for 2D colony formation after 6 days using a clonogenic assay. **(C)** MOE^HIGH^ and MOE^LOW^ cells were analyzed for soft agar colony formation after 14 days. *p-value >0.01.

In order to confirm whether the *in vitro* characteristics of transformation identified in MOE^HIGH^ contributed to tumor formation, female athymic nude mice (*n* = 5 MOE^HIGH^ and MOE^LOW^) were injected subcutaneously with 1 × 10^6^ cells and intraperitoneally with 1 × 10^7^ cells. All of the mice injected with MOE^HIGH^ cells developed subcutaneous tumors that grew over time and ultimately mice were sacrificed for humane endpoints after an average of 117 ± 9 days (Figure 3A). MOE^HIGH^ cells failed to develop any tumors when injected into the peritoneal space. MOE^LOW^ failed to develop tumors in either the s.c. or i.p. sites. Subcutaneous tumors derived from MOE^HIGH^ cells were evaluated by a pathologist based on morphological features from H&E staining as well as using a variety of immunohistochemical stains. Tumors were solid with spindle-like structures and were highly cellular with moderate nuclear atypia and abundant mitosis (Figure 3B). The morphology was sarcoma like with infiltration of the tumor identified in the skeletal muscle. The tumors were highly mesenchymal exhibiting little or no cytokeratin 8 (Figure 3C) positivity or WT1 staining (not shown). OVGP1 and Pax8 are markers of Müllerian origin, and PAX8 is used to classify tumors as the serous histotype. Tumors were OVGP1 positive (Figure 3D), demonstrated some Pax8 positivity, but it was both nuclear and cytoplasmic as well as sporadic (Figure 3E). A high percentage of tumor cells stained with Ki67 indicating increased proliferation (Figure 3F). Tumors did not express stabilized p53 (Figure 3G). Overall, the tumors were considered poorly differentiated spindle cell neoplasia of oviductal origin.

**Figure 3:**
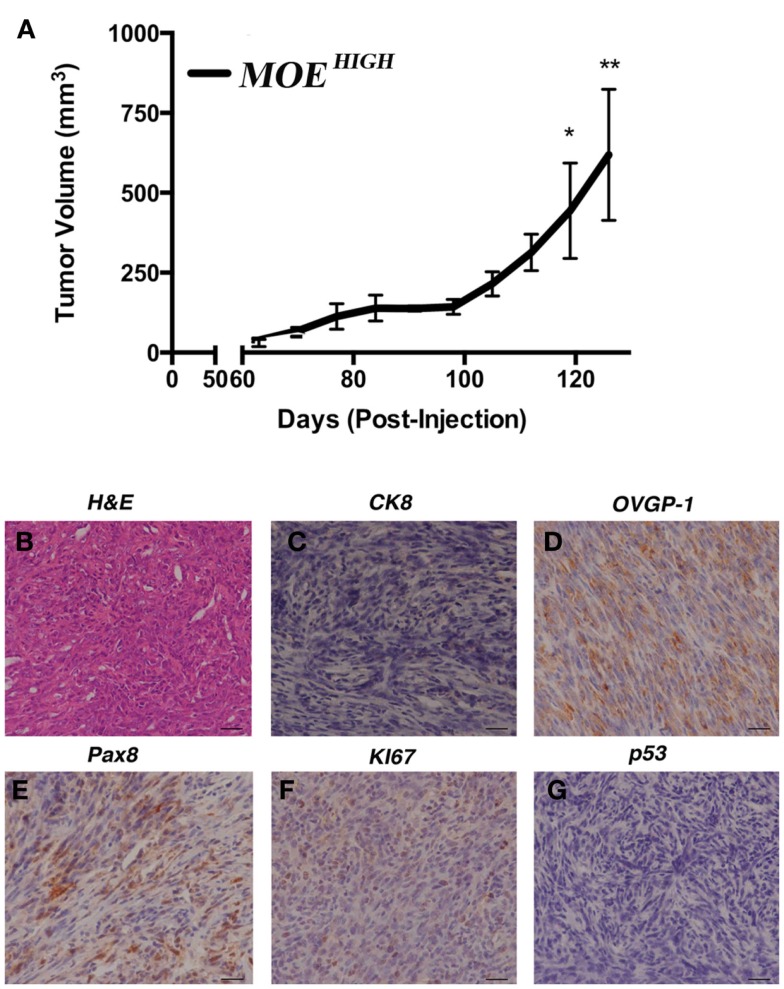
**MOE^HIGH^ cells undergo spontaneous transformation and form tumors**. **(A)** Athymic female nude mice were injected subcutaneously and intraperitoneally with MOE^HIGH^ and MOE^LOW^ cells. MOE^HIGH^ formed subcutaneous tumors but not intraperitoneal explants. MOE^LOW^ cells failed to form any tumors. Tumor volume was measured with calipers. Hematoxylin and Eosin staining **(B)** and immunohistochemistry **(C–G)** performed on s.c. MOE^HIGH^ tumors. Tumors were malignant, undifferentiated, and mesenchymal and were negative for CK8 **(C)**. Tumors were of oviductal origin staining positive for OVGP1 **(D)** and Pax8 **(E)**. Tumors were highly proliferative based on positive Ki67 **(F)** and did not demonstrate stabilized p53 **(G)**. Scale bars = 100 μm.

### Transcriptome of MOE^HIGH^ reveals changes responsible for transformation

In order to reveal some of the pathways that might contribute to tumor formation of MOE^HIGH^ cells, RNA sequencing was performed on three different passages of MOE^LOW^ (8, 9, 10) as compared to MOE^HIGH^ (90, 103, 113). 

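The 6 libraries came from 1 line of murine oviductal epithelial cells, with 1 library for each passage, so a p-value measured the spread between passages of this line. The authors' methods name strand-specific libraries of total RNA depleted of ribosomal RNA. The authors aligned the reads to mm10 with TopHat2 2.0.8b and estimated expression over the UCSC annotation with Cuffdiff 2.1.1. The deposited values were FPKM, which Table 1 calls RPKM, for 23141 entries under 22800 gene symbols in each library. Where a symbol had more than 1 entry, the entry with the highest mean was used, which concerned 236 symbols. The heading over the values named another passage, or no passage, in all 6 tables, so the passage of each library was taken from its record, and group means were set beside those of Tables 1 and 2. Summed FPKM were 684209, 678430 and 625095 in MOE LOW and 770709, 720500 and 597486 in MOE HIGH. The number of reads behind these values is unknown, because FPKM keep no absolute depth. Between 10888 and 10987 genes reached 1 FPKM in the MOE LOW libraries and between 10208 and 10292 in the MOE HIGH libraries. The 10 most abundant genes held 8.76% to 9.37% of the summed FPKM in MOE LOW and 9.93% to 13.0% in MOE HIGH. The groups were compared with limma on log2(FPKM + 1) over the 11621 genes with a mean of at least 0.5 FPKM, at an adjusted p of 0.05. In MOE HIGH, 2826 genes were higher and 3734 were lower, and of these 723 and 1623 differed by at least 2-fold on this scale, which understates the change of low genes. The values of the groups did not overlap for 7437 genes, where chance gives 10%. When each gene was tested against a 2-fold change instead, 303 genes were higher and 907 were lower. The actin-bundling gene Actn1 shows a limit of the values, since it was listed at 683, 0 and 594 FPKM in MOE LOW, and 43 genes were listed at 0 in at least 1 library and at 5 FPKM or more in another library of the same group. A value of 0 was therefore reported only as listed at 0.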

Samples were barcoded and sequenced using Illumina HiSeq2500 sequencing. 

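The MOE LOW libraries of passages 8, 9 and 10 lay close to each other and apart from the MOE HIGH libraries of passages 90, 103 and 113. The Jensen-Shannon distance between log10(FPKM + 1) profiles averaged 0.0579 among the MOE LOW libraries (range 0.0548 to 0.0614) and 0.0636 among the MOE HIGH libraries (range 0.0574 to 0.0691). Between the groups it averaged 0.160 (range 0.153 to 0.167), which was 2.63 times the mean distance within groups. Complete linkage, which joins clusters by their farthest members, placed 6 of 6 libraries on the side of their group. The closest pair in MOE LOW was passages 9 and 10, and in MOE HIGH passages 90 and 103. Over the tested genes, Pearson correlations of log2(FPKM + 1) were 0.981 to 0.985 within MOE LOW, 0.972 to 0.987 within MOE HIGH and 0.835 to 0.873 between the groups, where genes are not independent replicates. With 3 libraries in each group, an exact two-sided permutation test can give no p below 0.1, so no p was computed for the distances.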

Samples clustered based on passage number using a dendrogram analysis (Figure S2 in Supplementary Material). 

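Genes that fell most from MOE LOW to MOE HIGH include parts of the contractile apparatus and the extracellular matrix. Acta2, which encodes smooth muscle actin, lies on chromosome 19 of mm10 from 34240336 to 34255585 and fell from 4395 ± 650.1 FPKM to 5.74 ± 1.53 FPKM (SD, n = 3 passages in each group), a log2 fold change of -9.37 (standard error 0.19, adjusted p = 1.2e-07 from limma). Tagln, which encodes the actin-binding protein transgelin, lies on chromosome 9 of mm10 from 45929628 to 45936058 and fell from 4224 ± 938 to 6.39 ± 3.09 FPKM, a log2 fold change of -9.22 (standard error 0.29, adjusted p = 2.9e-07 from limma). Myl9, a myosin light chain gene, fell from 687 ± 194 to 0.600 ± 0.214 FPKM, and the calponin gene Cnn1 from 391 ± 139 to 1.23 ± 0.330 FPKM. Of 20 smooth muscle contractile genes, 0 were higher, 19 were lower and 1 did not pass the test (0 higher and 19 lower adjusted over the list alone). For the lower calls, Fisher's exact test gave adjusted p = 7.5e-08, and camera with an estimated correlation gave the list 0.28. Markers of other cell types also fell. Of 17 fibroblast and stromal genes 14 were lower and 2 higher, and of 8 endothelial genes 7 were lower and 1 higher. Their lower calls had adjusted p = 0.00017 and 0.0086 from Fisher's exact test, and 0.34 and 0.28 with an estimated correlation. Each of these calls was lost under some alternative setting. The proteoglycan gene Ogn fell from 153 ± 26.7 to 0.314 ± 0.181 FPKM and the collagen gene Col1a2 from 141 ± 79.9 to 0.206 ± 0.0176 FPKM. Bgn, which encodes the proteoglycan biglycan, fell from 196 ± 120.1 to 0.192 ± 0.0849 FPKM, and its MOE LOW mean was 127 FPKM without the library of passage 8. Of 74 genes of collagens and matrix proteins, 13 were higher, 55 were lower and 6 did not pass the test (14 higher and 56 lower adjusted over the list alone). Such lower calls were over-represented (adjusted p = 2.6e-12 from Fisher's exact test, and adjusted p = 0.35 with an estimated correlation). The other genes among the 15 largest falls, Igfbp2, Rcn3, Serpinf1, Dkk3, Fhl1, Tnc, Sepp1 and Loxl1, had log2 fold changes from -8.26 to -6.66.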

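Among the genes that rose most were genes of epithelial surfaces and cell junctions. The water channel gene Aqp5, on chromosome 15 of mm10 from 99591028 to 99594829, rose from 0.589 ± 0.142 FPKM in MOE LOW to 66.4 ± 12.6 FPKM in MOE HIGH (SD, n = 3 passages in each group), a log2 fold change of 5.39 (standard error 0.16, adjusted p = 2.2e-07 from limma). Adh7, which encodes an alcohol and retinol dehydrogenase, lies on chromosome 3 of mm10 from 138198064 to 138232042 and rose from 0.421 ± 0.115 to 90.7 ± 41.0 FPKM, a log2 fold change of 5.91 (standard error 0.31, adjusted p = 2.9e-06 from limma). The uroplakin gene Upk1b rose from 0.634 ± 0.349 to 66.0 ± 15.6 FPKM, the cadherin gene Cdh16 from 0.361 ± 0.0319 to 52.7 ± 15.7 FPKM and the periplakin gene Ppl from 0.562 ± 0.0603 to 50.2 ± 11.5 FPKM. Of 24 genes of epithelial junctions and keratins, 14 were higher, 5 were lower and 5 did not pass the test (14 higher and 5 lower adjusted over the list alone). Fisher's exact test of the higher calls gave adjusted p = 0.0019, and camera with an estimated correlation gave the list 0.28. Within that list, the tricellular junction gene Lsr rose from 0.498 ± 0.228 to 36.8 ± 13.3 FPKM and Krt80 from 2.02 ± 0.654 to 27.1 ± 2.19 FPKM, while the plakophilin gene Pkp2 fell from 33.4 ± 2.52 to 18.4 ± 2.74 FPKM. The annexin gene Anxa8 and the integrin gene Itgb2 also rose, with log2 fold changes of 5.14 and 5.00. The prolactin family gene Prl2c2 was at 338, 72.9 and 64.6 FPKM in the 3 MOE HIGH libraries, and its mean of 159 FPKM became 68.7 FPKM without the library of passage 90. The mean of its paralog Prl2c3 went from 129 to 56.3 FPKM without that library, and reads of the 2 paralogs are hard to tell apart. Ppp1r18 and the growth factor binding protein gene Fgfbp1 were listed at 0 in all 3 MOE LOW libraries, and in MOE HIGH at 40.5, 33.0 and 29.0 FPKM and at 33.1, 40.7 and 28.2 FPKM. The small nucleolar RNA Snora21, also listed at 0 in MOE LOW, was at 37.8, 40.0 and 77.5 FPKM in MOE HIGH. Of 7 leukocyte markers, 4 were higher, 2 were lower and 1 did not pass the test (4 higher and 2 lower adjusted over the list alone), with adjusted p = 0.19 for the higher calls from Fisher's exact test (0.0036 in calls against a 2-fold change), and adjusted p = 0.40 with an estimated correlation. Among them the mannose receptor gene Mrc1 rose from 0.0956 ± 0.0213 to 11.7 ± 4.58 FPKM and the monocyte marker gene Cd14 fell from 78.6 ± 19.0 to 32.4 ± 6.89 FPKM.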

The top 20 most significantly up- and down-regulated transcripts are shown in Table 1. 

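Most genes of DNA replication and of pre-mRNA splicing rose in MOE HIGH. Of 35 DNA replication genes, 29 were higher, 0 were lower and 6 did not pass the test (30 higher and 0 lower adjusted over the list alone). Over-representation of higher calls had adjusted p = 9.4e-12 by Fisher's exact test. The camera test with an estimated correlation, which counts no calls, gave the list adjusted p = 0.28. Pola2, a subunit of DNA polymerase alpha, lies on chromosome 19 of mm10 from 5940543 to 5964238 and rose from 19.4 ± 0.862 FPKM to 80.6 ± 3.32 FPKM (SD, n = 3 passages in each group), a log2 fold change of 2.00 (standard error 0.09, adjusted p = 1.6e-06 from limma). Without the library of passage 90, 2 genes of this list were lower. The flap endonuclease gene Fen1 rose from 20.0 ± 1.72 to 72.2 ± 7.66 FPKM and the helicase gene Mcm5 from 34.0 ± 2.20 to 106 ± 4.89 FPKM. Of 114 genes of the spliceosome, 70 were higher, 2 were lower and 42 did not pass the test (73 higher and 2 lower adjusted over the list alone). The spliceosome list was rich in higher calls (adjusted p = 1.6e-15 from Fisher's exact test, and adjusted p = 0.28 with an estimated correlation). Without the library of passage 113, 5 spliceosome genes were lower. The splicing factor genes Sf3b2 and Sart1 rose from 109 ± 0.393 to 305 ± 47.6 FPKM and from 13.7 ± 0.674 to 39.8 ± 6.11 FPKM, and Rbmx, an RNA-binding protein gene, fell from 28.2 ± 2.55 to 14.8 ± 2.58 FPKM. Of 118 RNA transport genes, 55 were higher, 9 were lower and 54 did not pass the test (55 higher and 9 lower adjusted over the list alone). For the higher calls, Fisher's exact test gave adjusted p = 9.1e-07, and camera with an estimated correlation gave the list 0.28. In that list 5 genes were lower without the library of passage 8 or that of passage 9. Nxf1, which encodes an mRNA export receptor, rose from 50.0 ± 1.14 to 108 ± 7.69 FPKM, and Sap18 fell from 374 ± 41.7 to 129.6 ± 16.2 FPKM. Of 116 cell cycle genes, 51 were higher, 16 were lower and 49 did not pass the test (51 higher and 16 lower adjusted over the list alone). Such higher calls were over-represented (adjusted p = 2.0e-05 from Fisher's exact test, and adjusted p = 0.34 with an estimated correlation). The transcription factor gene E2f4 rose from 33.5 ± 1.50 to 87.6 ± 8.03 FPKM, while Tgfb2 and Tgfb3, which encode growth-inhibiting cytokines of epithelium, fell from 21.3 ± 3.71 to 0.306 ± 0.221 FPKM and from 40.3 ± 3.58 to 4.50 ± 1.39 FPKM. The MOE HIGH mean of Tgfb2 was 0.182 FPKM without the library of passage 113. Of 81 genes of purine and pyrimidine metabolism, 47 were higher, 6 were lower and 28 did not pass the test (47 higher and 6 lower adjusted over the list alone). Fisher's exact test of the higher calls gave adjusted p = 1.5e-09, and camera with an estimated correlation gave the list 0.34. The thymidylate kinase gene Dtymk rose from 122 ± 8.11 to 318 ± 65.8 FPKM. Of 89 genes of mRNA surveillance and RNA degradation, 37 were higher, 11 were lower and 41 did not pass the test (37 higher and 11 lower adjusted over the list alone). Over-representation of higher calls had adjusted p = 0.0013 by Fisher's exact test, and camera with an estimated correlation gave the list 0.28. In it 7 genes were lower without the library of passage 8, 9, 10 or 103. Of 80 genes of ribosomal proteins, 11 were higher, 0 were lower and 69 did not pass the test (0 higher and 0 lower adjusted over the list alone), and the higher calls were not over-represented (adjusted p = 1 from Fisher's exact test). For ribosomal proteins, 65 genes were higher without the library of passage 113 (adjusted p = 6.2e-21 from Fisher's exact test), 4 or 5 without any other single library, and 33 at equal totals (adjusted p = 4.3e-05). This list had adjusted p = 0.65 with an estimated correlation. Pola2, Fen1, Sf3b2, Sart1 and Nxf1 lie on chromosome 19, where 273 of 413 tested genes were higher, and without the genes of chromosomes 2, 8 and 19 the spliceosome list held 49 higher genes of 92 (adjusted p = 2.0e-11 from Fisher's exact test). In calls against a 2-fold change, the 6 lists above other than the ribosome were no longer over-represented among higher genes (adjusted p = 0.21 to 1 from Fisher's exact test).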

Pathway analysis revealed that the most highly upregulated biological processes involved the splicesome, RNA transport, the cell cycle, and DNA replication (Figure 4). 

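Genes of cell adhesion, the secretory route and the lysosome fell in MOE HIGH more often than they rose. Of 138 focal adhesion genes, 19 were higher, 75 were lower and 44 did not pass the test (20 higher and 77 lower adjusted over the list alone). The focal adhesion list was rich in lower calls (adjusted p = 5.6e-07 from Fisher's exact test, and adjusted p = 0.37 with an estimated correlation). Fn1, which encodes the matrix protein fibronectin, lies on chromosome 1 of mm10 from 71585473 to 71653280 and fell from 2079 ± 429 FPKM to 54.5 ± 8.67 FPKM (SD, n = 3 passages in each group), a log2 fold change of -5.22 (standard error 0.18, adjusted p = 4.0e-07 from limma). Against this direction, the parvin gene Parvb rose from 0.974 ± 0.518 to 11.8 ± 1.41 FPKM and the collagen gene Col6a2 from 8.83 ± 5.87 to 48.9 ± 15.8 FPKM. The MOE LOW mean of Col6a2 was 5.5 FPKM without the library of passage 8. Of 106 genes of protein processing in the endoplasmic reticulum, 9 were higher, 63 were lower and 34 did not pass the test (9 higher and 64 lower adjusted over the list alone). For the lower calls, Fisher's exact test gave adjusted p = 7.5e-08, and camera with an estimated correlation gave the list 0.34. In this list 14 genes were higher without the library of passage 113. The vesicle coat gene Sec23a fell from 42.2 ± 2.79 to 9.58 ± 3.42 FPKM, the chaperone gene Dnajb9 from 29.7 ± 5.95 to 7.89 ± 0.842 FPKM and the oligosaccharyltransferase gene Dad1 from 244 ± 5.55 to 85.8 ± 11.6 FPKM. The protease gene Capn1 rose from 48.2 ± 1.1 to 114 ± 24.5 FPKM and the chaperone gene Hsp90aa1 from 499.9 ± 32.4 to 789 ± 55.1 FPKM. Of 104 lysosomal genes, 8 were higher, 60 were lower and 36 did not pass the test (8 higher and 60 lower adjusted over the list alone). Such lower calls were over-represented (adjusted p = 6.3e-07 from Fisher's exact test, and adjusted p = 0.28 with an estimated correlation). Ctsh, which encodes a lysosomal protease, fell from 83.4 ± 7.08 FPKM to values of 0.0353, 0.102 and 0 FPKM in the 3 MOE HIGH libraries. The sorting receptor gene Sort1 fell from 12.7 ± 1.01 to 2.66 ± 0.958 FPKM and the sialomucin gene Cd164 from 200.4 ± 2.95 to 61.3 ± 12.9 FPKM, while the proton pump gene Atp6v0a4 rose from 3.18 ± 0.977 to 8.98 ± 0.455 FPKM. Of 231 genes of pathways in cancer, 53 were higher, 84 were lower and 94 did not pass the test (53 higher and 84 lower adjusted over the list alone), and neither direction was over-represented (adjusted p = 0.26 for lower and 1 for higher calls from Fisher's exact test). The lower calls passed with no filter on low values (adjusted p = 0.0014) and without the library of passage 113 (110 lower, adjusted p = 0.0028), each from Fisher's exact test, and had adjusted p = 0.65 with an estimated correlation. In calls against a 2-fold change, both the 13 higher and the 29 lower genes of that list were over-represented (adjusted p = 0.037 for each from Fisher's exact test). So were both the 30 lower and the 10 higher genes of the focal adhesion list (adjusted p = 5.2e-06 and 0.018 from Fisher's exact test). In calls against a 2-fold change, the lower calls of the endoplasmic reticulum and lysosome lists were not over-represented (adjusted p = 1 for each from Fisher's exact test).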

Biological processes that were repressed included processing in the endoplasmic reticulum, focal adhesion, pathways in cancer, and the lysosome.

**Table 1:** **Table showing the list of genes that were significantly regulated in MOE^HIGH^ cells from RNA sequencing analysis**.

	Gene name	RefSeq ID	RPKM 1	RPKM 2	Log_2_ fold change	FDR-adjusted *p*-value	Fold change
1	Adam19	NM_009616	16.81	0.01	−10.73	0.033	1698.92
2	Fbln5	NM_011812	16.12	0.01	−10.65	0.0397	1612.29
3	Gpc4	NM_008150	73.1	0.05	−10.47	0.0002	1421.01
4	Aldh1a2	NM_009022	99.25	0.07	−10.47	0.001	1413.93
5	Meg3, Mir1906-1, Mir770	NR_030427	35.16	0.03	−10.2	0.0005	1176.35
6	Myl9	NM_172118	692.44	0.59	−10.2	0.0002	1175.7
7	Igfbp2	NM_008342	411.81	0.39	−10.06	0.0002	1066.45
8	Bgn	NM_007542	194.46	0.2	−9.91	0.0002	961.53
9	Dkk3	NM_015814	145.8	0.16	−9.83	0.0002	909.81
10	Rcn3	NM_026555	201.24	0.24	−9.73	0.0002	851.81
11	Ar	NM_013476	6.72	0.01	−9.7	0.0172	833.48
12	Acta2	NM_007392	4445.02	5.73	−9.6	0.0002	775.58
13	Gpx3	NM_008161	101.12	0.14	−9.54	0.0002	745.5
14	Lox	NM_010728	92.18	0.13	−9.46	0.0002	706.53
15	Col1a2	NM_007743	133.43	0.19	−9.46	0.0002	702.45
16	Luzp2	NM_178705	11.05	0.02	−9.43	0.0264	689.72
17	Tagln	NM_011526	4014.57	6.11	−9.36	0.0002	656.56
18	Thbd	NM_009378	12.43	0.02	−9.36	0.0452	656.18
19	Itih2	NM_010582	43.31	0.07	−9.36	0.0002	655.09
20	Rian	NR_028261	34.51	0.06	−9.29	0.0002	626.01
21	Wnt7b	NM_009528	0.08	36.78	8.77	0.00017	436.14
22	Gsta1	NM_008181	0.08	31.37	8.66	0.00648	403.5
23	Myo16	NM_001081397	0.01	2.83	8.42	0.01787	342.22
24	Ccnb1ip1	CUFF.5283.1	0.2	44.25	7.81	0.00017	224.45
25	Slco2a1	NM_033314	0.13	29.46	7.77	0.00017	218.98
26	Adh7	NM_009626	0.47	102.2	7.77	0.00017	218.97
27	Cdh16	NM_001252627	0.35	50.13	7.17	0.00017	144.34
28	Mrc1	NM_008625	0.1	12.8	6.94	0.00017	122.91
29	Aqp5	NM_009701	0.51	60.08	6.88	0.00017	117.65
30	Nup210	NM_018815	0.05	4.97	6.78	0.00017	109.99
31	Upk1b	NM_178924	0.65	69	6.73	0.00017	106.28
32	Arhgef26	NM_001081295	0.02	2.1	6.64	0.00105	99.51
33	Itgb2	NM_008404	0.43	42.78	6.63	0.00017	99.26
34	Crb2	NM_001163566	0.16	15.21	6.56	0.00017	94.38
35	Ppl	NM_008909	0.53	45.97	6.45	0.00017	87.52
36	Prl2c2	NM_031191	1.96	168.62	6.43	0.00017	86.23
37	Ano1	NM_001242349	0.47	39.5	6.39	0.00017	84
38	Fmnl1	NM_019679	0.14	11.08	6.3	0.00017	78.76
39	Cxcl5	NM_009141	0.09	6.83	6.29	0.00223	78.09
40	Mgst2	NM_174995	0.38	28.35	6.22	0.00062	74.59

*Genes from 1 to 20 were downregulated and genes from 21 to 40 were upregulated*.

**Figure 4:**
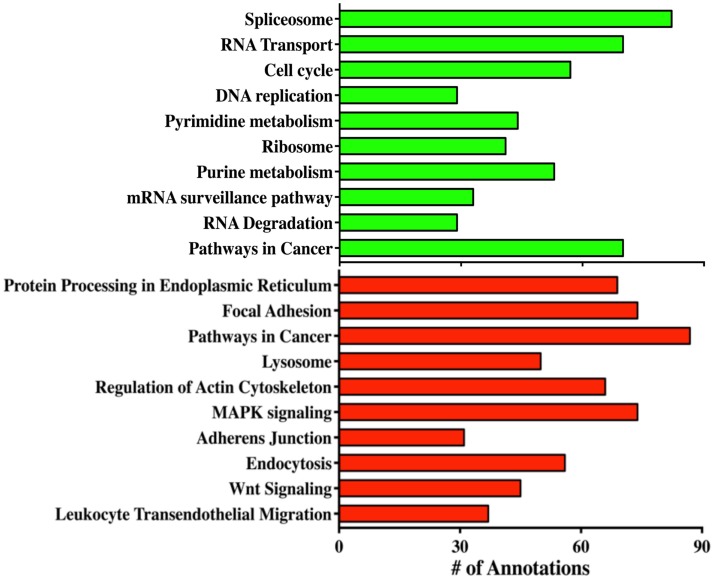
**RNA sequencing reveals biological processes altered in MOE^HIGH^ cells**. Gene ontology analysis of the pathways that were altered in MOE^HIGH^ cells compared to MOE^LOW^. Green bars represent pathways that were upregulated and red bars indicate the downregulated pathways.

### MOE^HIGH^ cells harbor splice variant of p53 with differential action on target genes

The cancer genome atlas helped to define critical pathways altered in high-grade serous tumors (17). In order to compare MOE^HIGH^ to human tumor samples, pathways implicated in human disease were interrogated. RNA sequencing revealed that p53 in MOE^LOW^ and MOE^HIGH^ cells was not mutated; however, MOE^HIGH^ cells had a significant upregulation of a splice variant of p53 that has the last 26 amino acids eliminated and has 16 unique residues replaced (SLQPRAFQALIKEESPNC). This splice variant due to the elimination of 26 amino acids has 6 phosphorylation site removed that serve as regulatory domains important for MDM2-mediated ubiquitination (45). As a result, western blots revealed a more intense band for p53. 

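At the level of the gene, Trp53 RNA was 1.40-fold higher in MOE HIGH than in MOE LOW. Trp53, which encodes p53, lies on chromosome 11 of mm10 from 69580348 to 69591873 and was at 83.6 ± 3.19 FPKM (SD, n = 3 passages) in MOE LOW and at 117 ± 4.29 FPKM in MOE HIGH. Its log2 fold change was 0.48 (standard error 0.09, adjusted p = 0.0027 from limma), and each MOE HIGH value lay above each MOE LOW value. Each value sums the transcripts of a gene, so the splice variant and the sequence of the transcript were not analysed here. In a test against a 2-fold change Trp53 did not pass.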

Several p53 target genes of p53 were investigated from the RNA-seq data to help characterize the transcriptional action of the p53 alternative splice variant (Table 2). FoxM1 is typically repressed by wild-type (WT) p53 and amplified when p53 has a DNA-binding mutation (46, 47). Cdkn1a (or p21) is also positively regulated by p53 and mutation or loss of p53 results in a lack of induction (33, 48). Thbs1 is enhanced in the presence of WT p53 and p53 null cells compared to those harboring a missense mutation (49). In MOE^HIGH^, FoxM1 RNA was enhanced by 1.59-fold in the RNA-seq data, p21 was repressed by 1.98-fold, and Thbs1 was repressed 17-fold. Therefore, RNA expression for FoxM1, p21, and Thbs1 indicated that these genes were regulated by the p53AS in a similar manner to missense or gain-of-function mutations in p53. 

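Cdkn1a, which encodes the cell cycle inhibitor p21, and Thbs1, which encodes the matrix protein thrombospondin 1, both fell in MOE HIGH. Cdkn1a lies on chromosome 17 of mm10 from 29090979 to 29100722 and went from 144 ± 6.52 FPKM (SD, n = 3 passages) in MOE LOW to 72.5 ± 15.5 FPKM in MOE HIGH, which is 1.99-fold lower. Its log2 fold change was -1.0 (standard error 0.15, adjusted p = 0.00094 from limma). Thbs1, on chromosome 2 of mm10 from 118111876 to 118127133, went from 289 ± 162 to 16.8 ± 5.47 FPKM, which is 17.3-fold lower, with a log2 fold change of -3.94 (standard error 0.39, adjusted p = 8.4e-05 from limma). The 3 MOE LOW values of Thbs1 were 474, 222 and 172 FPKM.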

WT p53 induces MDM2 expression, while mutation typically results in poor or repressed activation of the MDM2 promoter, but no significant change was found at the RNA level of MDM2 (50). 

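Mdm2, the gene of the ubiquitin ligase that degrades p53, did not pass the test. It lies on chromosome 10 of mm10 from 117688875 to 117710758 and was at 58.1 ± 2.50 FPKM (SD, n = 3 passages) in MOE LOW and at 51.9 ± 5.51 FPKM in MOE HIGH, a ratio of 0.893. Its log2 fold change was -0.16 (standard error 0.11, adjusted p = 0.22 from limma), and Mdm2 did not pass under any alternative setting.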

IGFBP3 has a possible 11 p53-responsive elements in the promoter and also in an intronic sequence that is frequently methylated, which can block p53 induction of this target (51). 

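Igfbp3, which encodes a binding protein of insulin-like growth factors, rose 4.72-fold in MOE HIGH. It lies on chromosome 11 of mm10 from 7206086 to 7215498 and went from 17.2 ± 7.19 FPKM (SD, n = 3 passages) in MOE LOW to 81.4 ± 37.5 FPKM in MOE HIGH. The MOE HIGH values of Igfbp3 were 121, 76.1 and 46.7 FPKM, and its log2 fold change was 2.16 (standard error 0.39, adjusted p = 0.0023 from limma).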

The MOE^HIGH^ that express a splice variant of p53 also expressed a 4.86 induction of the RNA (IGFBP3) transcript compared to MOE^LOW^. These results suggest that the p53AS has mixed functions acting more like WT p53 on some transcriptional targets, such as IGFBP3, and more like missense p53 on FoxM1, p21, and Thbs1 gene regulation.

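Of 45 p53 target genes, 6 were higher, 19 were lower and 20 did not pass the test (5 higher and 18 lower adjusted over the list alone). The antiproliferative gene Btg2 fell from 35.6 ± 3.52 FPKM (SD, n = 3 passages) to 4.83 ± 0.283 FPKM and Trp53i11 from 12.0 ± 1.78 to 1.22 ± 0.273 FPKM. The phospholipid transfer protein gene Pltp rose from 3.33 ± 0.881 to 25.4 ± 7.19 FPKM, the receptor gene Notch1 from 2.06 ± 0.890 to 10.4 ± 4.41 FPKM and the spindle gene Ckap2 from 43.3 ± 2.71 to 80.4 ± 4.95 FPKM. Neither the lower nor the higher calls were over-represented in the list (adjusted p = 0.26 and 1 from Fisher's exact test). The fry test, which asks whether the genes of a list move on balance in a common direction and not whether they differ from other genes, gave the direction down (adjusted p = 0.00089, and adjusted p = 0.34 by camera with an estimated correlation).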

**Table 2:** **p53 splice variant alters the mRNA expression of p53 target genes**.

Transcripts	MOE^LOW^	MOE^HIGH^	Fold change	FDR-adjusted *p*-value
Trp53 (p53) splice variant	79.62	111.81	1.40	0.0006
Foxm1	22.43	35.61	1.59	0.0002
Cdkn1a (p21)	158.98	80.15	−1.98	0.0002
Thbs1	281.28	16.52	−17.03	0.0002
Mdm2	64.97	61.03	1.28	0.5745
Igfbp3	16.65	80.93	4.86	0.0002

*RNA sequencing revealed expression of an alternatively spliced p53 transcript variant MOE^HIGH^ cells. Foxm1 was upregulated, Cdkn1a was repressed, and Thbs1 was repressed similar to regulation of these promoters by p53 containing a DNA-binding mutation. MDM2 regulation was unchanged, while Igfbp3 was upregulated similar to wild-type p53 action*.

### Key pathways altered in human HGSC are also modified in MOE^HIGH^

The TCGA highlighted several players that were altered in a large percentage of human tissue samples. These targets were investigated using western blot in MOE^HIGH^ compared to MOE^LOW^ (Figure 5A). While the p53 DNA-binding domain was not mutated, the protein expression was higher in MOE^HIGH^. WT p53 induces p21 expression, yet p21 was repressed at the protein level, similar to human tumors that have a reduction due to mutation and/or downregulation in 7% of tumors. Cyclin E1 is amplified in about 20% of human HGSCs and the protein was elevated in the MOE^HIGH^ cells. 

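Ccnd1, which encodes cyclin D1, rose 3.32-fold from MOE LOW to MOE HIGH. It lies on chromosome 7 of mm10 from 144929931 to 144939831 and was at 64.2 ± 14.8 FPKM (SD, n = 3 passages) in MOE LOW and at 213 ± 30.5 FPKM in MOE HIGH, a log2 fold change of 1.73 (standard error 0.19, adjusted p = 0.00016 from limma). Each MOE HIGH value of Ccnd1 lay above each MOE LOW value, and the call was kept in each fit that left out 1 library. Its paralog Ccnd2, which encodes cyclin D2, moved the other way, from 135 ± 5.52 to 41.6 ± 13.9 FPKM, a log2 fold change of -1.72 (standard error 0.20, adjusted p = 0.00023 from limma).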

Differential regulation of the Rb pathway was reported in TCGA data, and the MOE^HIGH^ showed an increase in phospho-Rb protein, a loss of p16INK4A protein, and amplified CCND1 transcript (RNA sequencing) (17). Lastly, c-myc and FoxM1 proteins were elevated in MOE^HIGH^ as compared to MOE^LOW^.

**Figure 5:**
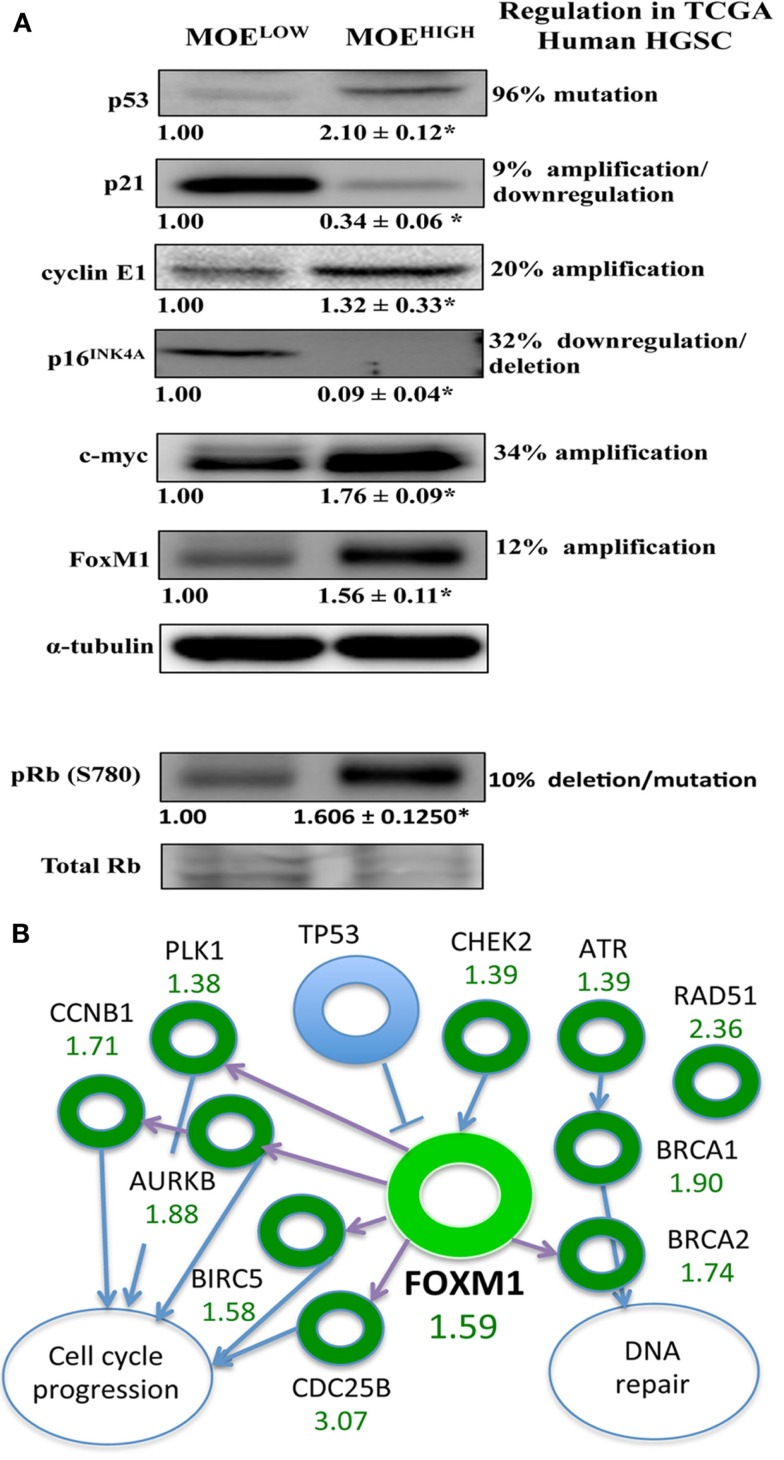
**MOE^HIGH^ cells have several pathways regulated similarly to human high-grade serous tumors**. **(A)** Western blotting analysis on MOE^HIGH^ and MOE^LOW^ cells probed for targets that have differential regulation in human tissue samples based on the TCGA database. p53 protein levels were elevated in MOE^HIGH^ cells due to overexpression of p53 splice variant. Cyclin E, pRB (S780), c-Myc, and FoxM1 expression levels were increased and p21 and p16^INK4A^ expression levels were decreased in MOE^HIGH^ compared to MOE^LOW^. Numbers under blots for Cyclin E, c-Myc, and FoxM1 represent fold change in densitometry between MOE^HIGH^ and MOE^LOW^ normalized to tubulin. Number under pRB (S780) blot represent fold change in densitometry between MOE^HIGH^ and MOE^LOW^ normalized to total RB. **(B)** FoxM1 pathway modified in MOE^HIGH^ similar to human high-grade serous tumors. Fold increase in RNA expression from MOE^HIGH^ compared to MOE^LOW^ from RNA-seq is shown in green.

The FOXM1 pathway was amplified in roughly 90% of high-grade serous tumors according to the TCGA analysis (17). Since FoxM1 was amplified at an RNA and protein level, the pathways noted by the TCGA that were altered in human tissue samples were monitored in the RNA-seq results. The TCGA reported on the following transcripts that are regulated in the FOXM1 pathway, all of which (or their mouse homolog) were amplified in the TCGA data set and in the MOE^HIGH^ cell model: CHEK2, ATR, BRCA1, BRCA2, RAD51, CDC25B, BIRC5, AURKB, PLK1, and CCNB1 (Figure 5B).

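Cdc25b, Aurkb, Plk1, Ccnb1, Birc5, Brca1, Brca2 and Chek2, genes of Figure 5B that act in mitosis or in the DNA damage response, were higher in MOE HIGH, while Atr did not pass the test. Cdc25b, a phosphatase that activates mitotic kinases, lies on chromosome 2 of mm10 from 131186436 to 131198511 and rose 3.03-fold from 6.57 ± 1.27 FPKM to 19.9 ± 1.24 FPKM (SD, n = 3 passages in each group), a log2 fold change of 1.48 (standard error 0.14, adjusted p = 7.9e-05 from limma). The mitotic kinase genes Aurkb and Plk1 rose 1.89-fold from 21.0 ± 2.75 to 39.6 ± 1.59 FPKM and 1.40-fold from 55.0 ± 2.52 to 77.0 ± 3.25 FPKM. The repair gene Brca1 rose 1.85-fold from 5.36 ± 0.302 to 9.93 ± 1.04 FPKM, the cyclin B1 gene Ccnb1 1.65-fold from 54.3 ± 4.70 to 89.5 ± 9.30 FPKM and the survivin gene Birc5 1.55-fold from 106 ± 9.57 to 164 ± 20.8 FPKM. The checkpoint kinase gene Chek2, on chromosome 5, had a log2 fold change of 0.37 (standard error 0.11, adjusted p = 0.019 from limma). It did not pass at equal totals or without the library of passage 8, 9 or 10 (adjusted p = 0.17, 0.064, 0.078 and 0.055 from limma). Brca2 had a log2 fold change of 0.44 (standard error 0.15, adjusted p = 0.038 from limma). It did not pass at equal totals, with no filter, or without the library of passage 8, 9, 10, 103 or 113 (adjusted p = 0.14, 0.056, 0.097, 0.11, 0.051, 0.069 and 0.063 from limma). Atr, a kinase gene of the DNA damage response, was at 4.22 ± 0.166 FPKM in MOE LOW and 5.67 ± 1.62 FPKM in MOE HIGH, with a log2 fold change of 0.33 (standard error 0.17, adjusted p = 0.14 from limma). Of 54 genes of the G2 and M phases, 41 were higher, 1 was lower and 12 did not pass the test (41 higher and 1 lower adjusted over the list alone). The camera test with an estimated correlation gave the list adjusted p = 0.28, and Fisher's exact test of the higher calls gave 6.2e-14. In calls against a 2-fold change this was lost (adjusted p = 1 from Fisher's exact test). The spindle checkpoint gene Bub1b rose from 17.5 ± 1.16 to 45.5 ± 3.12 FPKM and the kinesin gene Kif11 from 16.2 ± 1.91 to 38.1 ± 7.20 FPKM, while Anln, a scaffold gene of cytokinesis, fell from 91.7 ± 5.99 to 65.9 ± 10.8 FPKM and did not pass without the library of passage 8, 9 or 103 (adjusted p = 0.064, 0.051 and 0.057 from limma).

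**Figure D1:**
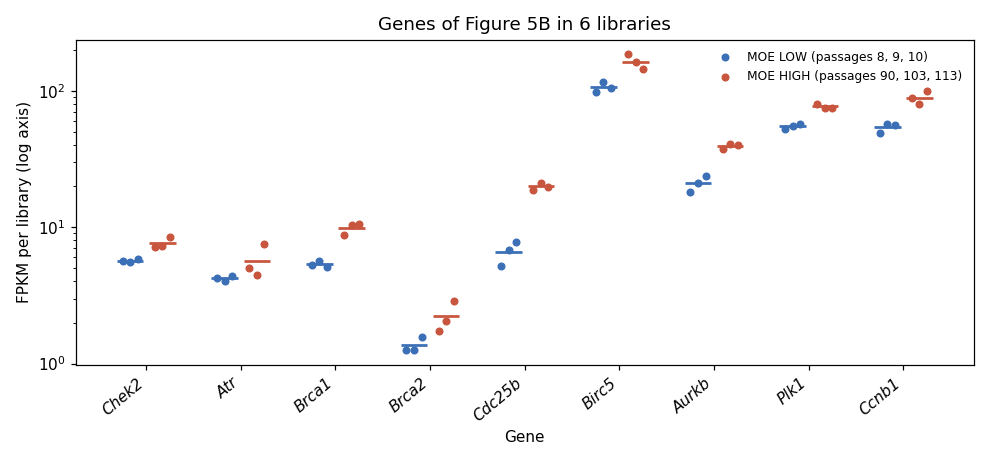
FPKM of genes of Figure 5B on a log axis, where each point is 1 library of MOE LOW or MOE HIGH and each horizontal line is the mean of a group. Cdc25b had a ratio of the means of 3.03 and Aurkb of 1.89, while the values of Atr in MOE HIGH lay at 5.04, 4.46 and 7.51 FPKM.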

### MOE^HIGH^ are resistant to DNA bulky strand adducting pathways

One of the hallmarks of HGSC is the development of resistance to chemotherapy, and typically resistance occurs to carboplatin, although patients can also become resistant to paclitaxel (52). In order to determine if MOE^HIGH^ exhibited any differential response to chemotherapy, concentration-dependent growth curves were generated in response to the commonly used front-line therapies for ovarian cancer, cisplatin, and paclitaxel. The MOE^HIGH^ cells were less sensitive to cisplatin demonstrating an LC_50_ of 541 nM, which was almost double that of MOE^LOW^ (245 nM) (Figure 6B). Similarly, DMBA, which forms DNA adducts repaired by nucleotide excision repair, was able to induce cell death in MOE^LOW^ at an LC_50_ of 297 nM, while MOE^HIGH^ required 10.3 μM to induce death (Figure 6A). Interestingly, the cells displayed no significant differences in response to doxorubicin and paclitaxel (Figure S3 in Supplementary Material). Therefore, the MOE^HIGH^ transformed cellular model may also provide some insights into changes that allow oviductal-derived tumor cells to develop resistance to cisplatin and other bulky adducting compounds, like DMBA.

**Figure 6:**
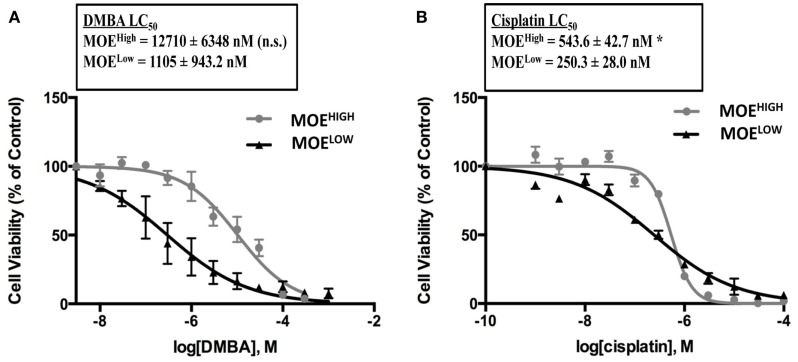
**MOE^HIGH^ cells display chemoresistance**. MOE^HIGH^ and MOE^LOW^ cells were treated with DMBA **(A)** and cisplatin **(B)**. Mean ± SEM *p-value ≤0.05 and not significant (n.s.).

## Discussion

While several transgenic mouse models and engineered cell models have demonstrated that oviductal epithelium can form HGSC, a spontaneous model of tumor formation from the oviduct has not yet been reported. Spontaneous models of OSE after continuous passage have been used for many studies including studies that help to understand the progression of cancer and the properties of the cells, such as aneuploidy, transcriptional alterations, enhanced stem-cell like properties, response to chemotherapy, and as a syngeneic model (26, 28). Continuous passaging of primary, non-tumor forming CD1 oviductal cells revealed that they became more secretory dominated in culture, proliferated more rapidly, formed 2D foci and soft agar colonies. RNA profiling revealed several pathways modified in the cellular model that were also altered in HGSC, such as FoxM1. Similar to models derived from OSE, the tumors were mostly undifferentiated, but they expressed oviductal markers. The MOE^HIGH^ cells demonstrated a resistance to cisplatin and DMBA, but not to doxorubicin, H_2_O_2_, and paclitaxel. Overall, these studies provide a unique cellular model that can be used to monitor the changes that accumulate over time to produce a spontaneous tumor from oviductal cells exposed to continuous passaging.

MOE^HIGH^ represent the first spontaneous cellular model of cancer derived from an oviductal cell line. This model serves as a complimentary model system to several similar ones derived from the OSE of rats and mice (25, 28, 53–55). While all of these models are tumorigenic, almost all of them produced undifferentiated tumors, similar to the MOE^HIGH^ in this study. Only recently, a spontaneous OSE model was generated that exhibited not only phenotypic aspects of HGSC but also molecular ones (28). MOE^HIGH^ while lacking expression for several common immunohistochemical markers for HGSC, such as cytokeratin 8, did express Pax8 and oviductal glycoprotein confirming their oviductal origin. MOE^HIGH^ is also the first spontaneous model from an outbred strain, as previous OSE models have been generated from C57Bl/6 or FVB strains. MOE^HIGH^ could potentially be grafted into immune competent hosts, but difficulty has been reported in the literature for allografting into outbred hosts, such as CD1 mice (56). The enhanced genetic diversity on an outbred strain may provide a better tool to uncovering mechanisms behind spontaneous tumor formation.

The most common mutation in human HGSC is in p53, typically found in the DNA-binding domain. While MOE^HIGH^ cells did not display a standard DNA-binding mutation, the protein was alternatively spliced such that it lacks negative c-terminal regulatory domains. Interestingly, this splice variant could function similarly to truncation mutations found in the c-terminus of the human gene, which was demonstrated to lack growth arrest and apoptotic functions (57). Ceramide, an inhibitor of SRSF1 splicing activity, was recently shown to restore WT p53 function and could be a potential way to re-activate WT p53 in “deletion” mutated cells (58). Given that the model is of murine origin, and rodents have been shown to have unique splicing of p53, certain aspects of this model may be species specific (59). In addition, the MOE^HIGH^ cellular model did not demonstrate any mutations in BRCA1 or 2, but consistent with human disease, had amplification of cyclin E1. Human tumors exhibit a mutual exclusivity between BRCA mutations and cyclin E amplifications (60). MOE^HIGH^ did recapitulate some of the pathway modifications typically seen in HGSC, such as amplification of FoxM1 and its targets, amplification of the c-myc protein, cyclin E, reduced Rb function, and a loss of p16INK4a. This is important because most of the original evidence supporting the origin of HGSC came from women with mutations in BRCA1/2 or from genetically engineered mouse models with BRCA1/2 floxed alleles deleted in fallopian (oviductal) cells. The MOE^HIGH^ model demonstrates that in the absence of BRCA mutation and/or loss, those oviductal cells can become tumorigenic, and recapitulate many of the dysfunctional pathways associated with HGSC.

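Of 109 genes of WNT signaling, 20 were higher, 50 were lower and 39 did not pass the test (20 higher and 51 lower adjusted over the list alone). The lower calls were over-represented (adjusted p = 0.0084 from Fisher's exact test, and adjusted p = 0.65 with an estimated correlation). This call was lost at equal totals, with a mean of at least 5 FPKM, in calls against a 2-fold change, and without the library of passage 8 or 90 (adjusted p = 0.082, 0.14, 0.40, 0.062 and 0.11 from Fisher's exact test). The camera test with a preset correlation gave adjusted p = 0.082 for this list. The transcriptional repressor gene Tcf7l1 fell from 11.4 ± 1.64 FPKM to 1.54 ± 0.181 FPKM (SD, n = 3 passages in each group), a log2 fold change of -2.28 (standard error 0.13, adjusted p = 5.2e-06 from limma). Fosl1, a gene of the AP-1 transcription factor, rose from 5.73 ± 0.852 to 33.8 ± 18.7 FPKM, a log2 fold change of 2.25 (standard error 0.33, adjusted p = 0.00070 from limma). Of 5 secreted WNT antagonist genes, 0 were higher, 5 were lower and 0 did not pass the test (0 higher and 5 lower adjusted over the list alone), with the lower calls over-represented (adjusted p = 0.013 from Fisher's exact test, and adjusted p = 0.39 with an estimated correlation). Dkk3 fell from 145 ± 31.7 to 0.155 ± 0.0734 FPKM, and Sfrp2, Frzb and Sfrp4 were at 2.84, 0.634 and 0.458 FPKM, 2.52, 0.492 and 0.486 FPKM and 1.37, 0.836 and 0.991 FPKM in MOE LOW and listed at 0 in all 3 MOE HIGH libraries. Without the library of passage 8, the MOE LOW means of Sfrp2 and Frzb were 0.546 and 0.489 FPKM. The antagonist list had 3 lower genes without the library of passage 90, 103 or 113 (adjusted p = 0.39, 0.32 and 0.62 from Fisher's exact test), because Sfrp2 and Frzb no longer passed. The list also missed with no filter, at an adjusted p of 0.01 and in calls against a 2-fold change (adjusted p = 0.90, 0.27 and 0.18 from Fisher's exact test).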

RNA sequencing of MOE^HIGH^ cells revealed the important biological processes or pathways that were modified included splicing, WNT signaling, and DNA synthesis. While DNA synthesis is not surprising given the high rate of proliferation, pathway modification of splicing, and WNT are consistent with findings from HGSC and represent possible therapeutic targets (61–63). WNT signaling is essential in the developmental origins of the oviductal cells, and the dual role of many developmental factors is linked with tumor formation. HGSC has a variety of WNT factors dysregulated including Wnt5a, Wnt11, Wnt7a, and Sox7 (64–66), and inhibition of certain WNT targets, such as GSK3β, has shown efficacy in preclinical xenograft models (67). 

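WNT ligand genes moved in both directions in MOE HIGH, and most Frizzled receptor genes fell. Of 9 WNT ligand genes, 3 were higher, 6 were lower and 0 did not pass the test (3 higher and 6 lower adjusted over the list alone), with neither direction over-represented (adjusted p = 0.73 for higher and 0.11 for lower calls from Fisher's exact test). With no filter 8 ligand genes were lower (adjusted p = 0.021), and at an adjusted p of 0.01 the lower calls passed as well (adjusted p = 0.036), while a test against a 2-fold change turned the direction, with 3 higher and 2 lower (adjusted p = 0.0079 for higher calls), all from Fisher's exact test. The ligand list had adjusted p = 0.70 with an estimated correlation. Wnt4, a ligand of Müllerian duct development, lies on chromosome 4 of mm10 from 137277635 to 137299501 and rose 16.4-fold from 0.740 ± 0.145 FPKM to 12.1 ± 2.03 FPKM (SD, n = 3 passages in each group), a log2 fold change of 2.91 (standard error 0.14, adjusted p = 2.4e-06 from limma). Wnt7b rose from 0.0898 ± 0.0612 to 40.1 ± 5.52 FPKM. Wnt7a was at 0.0234, 0 and 0.0212 FPKM in MOE LOW and at 11.9, 2.49 and 4.34 FPKM in MOE HIGH, a log2 fold change of 2.62 (standard error 0.41, adjusted p = 0.0010 from limma). Its MOE HIGH mean went from 6.25 to 3.42 FPKM without the library of passage 90. Wnt5a fell from 11.9 ± 1.68 to 4.24 ± 1.03 FPKM, and Wnt11 was at 1.43, 1.22 and 0.676 FPKM in MOE LOW and listed at 0 in all 3 MOE HIGH libraries. Of 8 Frizzled receptor genes, 0 were higher, 7 were lower and 1 did not pass the test (0 higher and 7 lower adjusted over the list alone). The lower calls were over-represented (adjusted p = 0.0086 from Fisher's exact test, and adjusted p = 0.34 with an estimated correlation). They missed with no filter, at an adjusted p of 0.01 and without the library of passage 8 (adjusted p = 0.055, 0.083 and 0.11 from Fisher's exact test). Fzd8 fell from 8.36 ± 2.38 FPKM to values of 0.274, 0 and 0.0199 FPKM, Fzd4 from 7.52 ± 1.38 to 1.37 ± 0.462 FPKM and Fzd5 from 7.42 ± 1.18 to 1.52 ± 0.117 FPKM. Their log2 fold changes were -3.07 (standard error 0.19, adjusted p = 8.3e-06 from limma), -1.86 (standard error 0.18, adjusted p = 9.1e-05 from limma) and -1.73 (standard error 0.13, adjusted p = 2.1e-05 from limma). With 0.1 in place of 1 added to each value, those of Wnt7a and Fzd8 were 5.50 and -5.64. Fzd2 was at 15.5 ± 1.52 FPKM in MOE LOW and 11.7 ± 3.02 FPKM in MOE HIGH, a log2 fold change of -0.40 (standard error 0.17, adjusted p = 0.082 from limma), and passed without the library of passage 113 (adjusted p = 0.0040 from limma). The oncogene Myc was at 87.0 ± 9.91 FPKM in MOE LOW and 109.9 ± 27.5 FPKM in MOE HIGH, a log2 fold change of 0.31 (standard error 0.18, adjusted p = 0.17 from limma). Gsk3b, the kinase gene of the beta-catenin destruction complex, fell from 14.8 ± 1.18 to 8.97 ± 3.05 FPKM, a log2 fold change of -0.71 (standard error 0.20, adjusted p = 0.018 from limma). It did not pass at equal totals or without the library of passage 8, 10, 90 or 103 (adjusted p = 0.054, 0.061, 0.063, 0.0504 and 0.063 from limma).

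**Figure D2:**
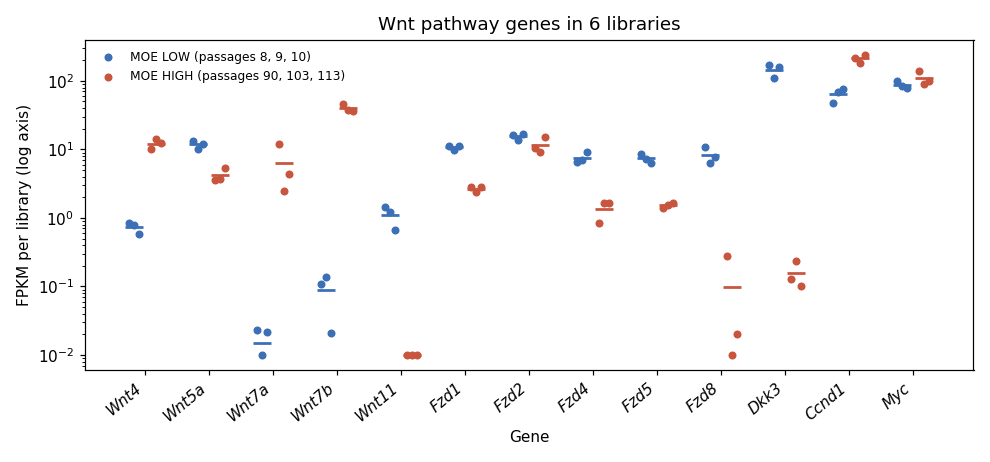
FPKM of 13 WNT pathway genes on a log axis, where each point is 1 library of MOE LOW or MOE HIGH, each horizontal line is the mean of a group, and values of 0 are drawn at 0.01 FPKM. Wnt4, Wnt7a, Wnt7b and Ccnd1 were higher in MOE HIGH, Wnt5a, Wnt11, Fzd1, Fzd4, Fzd5, Fzd8 and Dkk3 were lower, and the log2 fold changes of Fzd2 and Myc, -0.40 and 0.31, did not pass the test.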

While several WNT pathway members were downregulated, such as Fzd2, 4, 5, and 8, soluble ligands, such as WNT4, and target genes, such as cyclin D1 and Myc, were amplified. Interestingly, a recently defined spontaneous ovarian tumor model from the OSE also displayed changes in Wnt signaling, suggesting that regardless of cellular origin, certain pathways may provide ideal new drug targets for HGSC cancers (28).

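Among genes of pathways in cancer, Mmp2, Col4a1 and Fgf7 fell in MOE HIGH and Fgf18 rose. Mmp2, which encodes a matrix metalloproteinase, lies on chromosome 8 of mm10 from 92827290 to 92853421 and fell from 280.0 ± 23.8 FPKM (SD, n = 3 passages) in MOE LOW to 5.89 ± 1.34 FPKM in MOE HIGH, a log2 fold change of -5.37 (standard error 0.16, adjusted p = 2.1e-07 from limma). The basement membrane collagen gene Col4a1 fell from 341 ± 52.7 to 11.6 ± 3.27 FPKM and the fibroblast growth factor gene Fgf7 from 34.2 ± 1.61 to 0.502 ± 0.154 FPKM. Fgf18, another fibroblast growth factor gene, rose from 5.54 ± 1.42 to 27.0 ± 3.68 FPKM, a log2 fold change of 2.11 (standard error 0.19, adjusted p = 4.8e-05 from limma).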

The MOE^HIGH^ cellular model did not form peritoneal disease, and was only able to form tumors in the subcutaneous space, which was reflected in a downregulation of “pathways in cancer” in the KEGG results where most of the genes were metastatic or tumor suppressors. Perhaps, the cellular model does not form widely disseminated tumors because key pathways in ovarian cancer were not disrupted, such as BRCA or PTEN. Another possible explanation is that there are key signaling molecules that block peritoneal dissemination that are still present in the cells, and perhaps uncovering these will provide new targets to exploit for reducing peritoneal spread. 

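Pax2, a transcription factor gene of Müllerian and kidney development, was near 0 in MOE LOW and well above it in MOE HIGH. It lies on chromosome 19 of mm10 from 44746601 to 44838269 and was listed at 0, 0.0211 and 0.0466 FPKM in the MOE LOW libraries and at 14.4, 20.0 and 17.8 FPKM in the MOE HIGH libraries. The MOE HIGH mean was 17.4 ± 2.85 FPKM (SD, n = 3 passages), and the log2 fold change of Pax2 was 4.16 (standard error 0.14, adjusted p = 3.3e-07 from limma), or 7.16 with 0.1 in place of 1 added to each value. On the chromosome that carries Pax2, the median log2 fold change of the 413 tested genes was 0.70.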

One such pathway that was still present in the cells was Pax2 (data not shown). Pax2 is typically lost in early lesions of HGSC, and studies have demonstrated that re-expression of Pax2 in HGSC can induce cellular death (68). Several other *in vitro*-derived models of fallopian or oviductal cancer have primarily been xenografted into SCID mice, and perhaps the difference in background strain influences the spread of the disease. Lastly, xenografting directly into the ovarian bursa may increase the chance of developing an early stage tumor that may be required before subsequent peritoneal spread.

In summary, a spontaneous model of oviductal cancer was derived by continuously passaging using an outbred CD1 murine cell line that developed features of HGSC, such as amplification of FOXM1 and c-myc, resistance to cisplatin, and loss of Cdkn2a. The model produced tumors only in the s.c. compartment and may represent early disease or a model that lacks key regulators of peritoneal spread. Further investigation is warranted to understand the role of splicing and WNT signaling in this model system. This model offers the opportunity to uncover a step-wise progression of tumor formation from an oviductal origin to be compared to human disease, derived from possibly both the ovarian surface and the oviduct.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://journal.frontiersin.org/article/10.3389/fonc.2015.00154

Click here for additional data file.

Click here for additional data file.

Click here for additional data file.

# Supplementary material for: Spontaneous Transformation of Murine Oviductal Epithelial Cells: A Model System to Investigate the Onset of Fallopian-Derived Tumors
**Source:** Front Oncol. 2015 Jul 17;5:154. doi: 10.3389/fonc.2015.00154
**Supplement:** Supplementary file 1

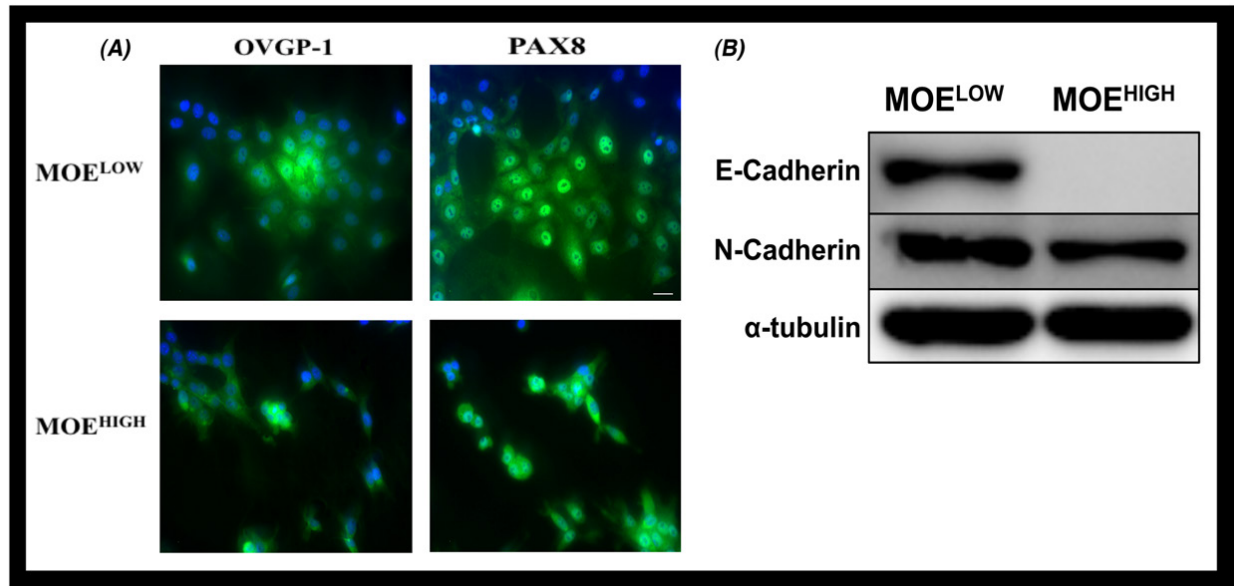

**Supplementary Figure S1** | Immunofluorescence demonstrating that MOE<sup>HIGH</sup> and MOE<sup>LOW</sup> express Pax8 and OVGP1 and using western blot the MOE<sup>HIGH</sup> no longer express E-cadherin.

# Supplementary material for: Spontaneous Transformation of Murine Oviductal Epithelial Cells: A Model System to Investigate the Onset of Fallopian-Derived Tumors
**Source:** Front Oncol. 2015 Jul 17;5:154. doi: 10.3389/fonc.2015.00154
**Supplement:** Supplementary file 2

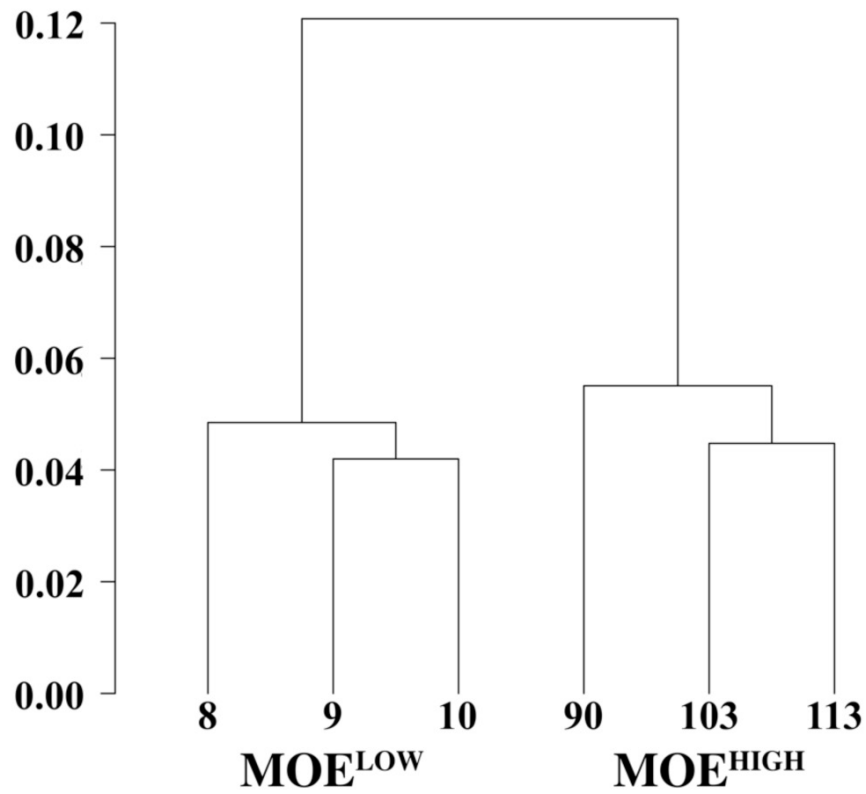

**Supplementary Figure S2** | Dendrogram demonstrating that  $\text{MOE}^{\text{HIGH}}$  and  $\text{MOE}^{\text{LOW}}$  samples clearly separate and segregate together based on RNA sequencing analysis.

# Supplementary material for: Spontaneous Transformation of Murine Oviductal Epithelial Cells: A Model System to Investigate the Onset of Fallopian-Derived Tumors
**Source:** Front Oncol. 2015 Jul 17;5:154. doi: 10.3389/fonc.2015.00154
**Supplement:** Supplementary file 3

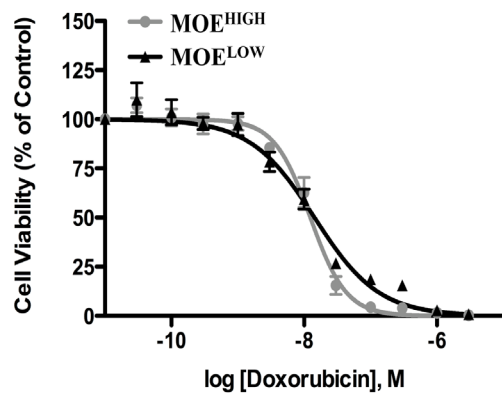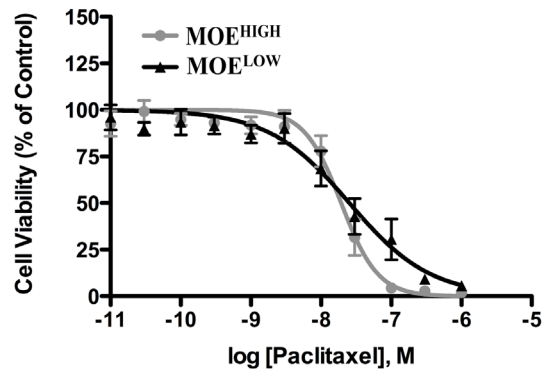

Supplementary Figure S3 | MOE<sup>HIGH</sup> and MOE<sup>LOW</sup> cells were treated with paclitaxel and doxorubicin.

How the deposited data were processed for this re-analysis (not part of the article)

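RNA of 3 passages of MOE LOW (8, 9 and 10) and 3 passages of MOE HIGH (90, 103 and 113) of murine oviductal epithelial cells was sequenced by the authors. The methods name HiSeq2000 sequencing and the results name HiSeq2500. The authors aligned reads to mm10 with TopHat2 2.0.8b and deposited 1 table of FPKM per library, made with Cufflinks and Cuffdiff 2.1.1 over UCSC gene annotation, and Table 1 labels these values RPKM. No read counts were used here. The comparison had been planned on counts, and because the deposited unit was FPKM, the test planned for normalized values took its place. Depth in absolute terms is unknown. Relative depth was read from genes at the lowest values, where the value of 1 fragment, on the log2 scale and relative to passage 8, differed by -0.18 and -0.15 in the other 2 libraries of MOE LOW and by -0.35, -0.19 and -0.37 in MOE HIGH. The files held 23141 entries per library, of which 577 shared 236 symbols, and the entry with the highest mean was kept for each symbol. Positions were given for 22579 symbols. 1 gene of Table 2 and some other genes are not reported here.

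The groups were compared with limma 3.58.1 in R 4.3.3, with a trend of the variance on mean expression, on log2(FPKM + 1) over genes with a mean of at least 0.5 FPKM, without a block, and p-values were adjusted by Benjamini and Hochberg at 0.05, the threshold of the paper. A log2 fold change is on this scale and understates the change of low genes. The named genes were chosen by a rule written before the data were examined, as were the lists, the tests and most alternatives. The rule took the genes the paper names for RNA or protein, the 15 largest changes in each direction among called genes with a mean of at least 5 FPKM and no overlap of the groups, up to 4 called members per direction of each list described, with the same minimum, and any member of lists of at most 20 genes. Actn1, Anxa2, Foxo6, Kcnn4 and Vsig1 were named outside the rule, after their values were seen. Values in the paper's tables had been seen when it was written, and its minimum of 5 on the planned count scale became 5 FPKM. In all, 58 gene lists with 2898 members, 2844 of them in the files, were written from general knowledge after reading the paper and its Table 1, and are not copies of the KEGG pathways. Over-representation of higher and of lower calls was tested in the 51 lists with at least 5 tested genes by one-sided Fisher's exact tests, adjusted over lists and both directions. The camera test with a preset correlation of 0.01 and with an estimated correlation, and the fry test, were run beside it. Camera compares the values of all genes of a list with the other genes and counts no calls. With an estimated correlation it called 0 of 51 lists, so it does not set 1 list apart from another. Libraries were clustered by Jensen-Shannon distance and complete linkage. The median log2 fold change of each chromosome was set against 10000 random gene sets of the same size, and medians were also taken over stretches of 50 genes.

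The alternatives were 4 scalings of the libraries, pseudocounts of 0.1 and 0.01, no filter, a mean of at least 5, a minimum of 5 in 3 libraries, an adjusted p of 0.01, a test against a 2-fold change, a replicate block, and leaving out each library in turn. Fits without the genes listed at 0 in part of a group, without the genes of chromosomes 2, 8 and 19, and with corrections for GC content and transcript length were added after the data were seen. Further calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. The steps were tested on simulated data for the comparison of MOE HIGH with MOE LOW. Of 200 changed genes among 11621, the test recovered 61.2% of those changed by 1.5-fold, 92.5% at 2-fold and 97.0% at 4-fold, and 8.7% of the calls were false. Over 51 lists, a simulated list with 18 changed members was recovered with 0 false calls, and over 20 chromosomes a shift of 0.3 in 295 genes was recovered with 0 false calls. Splice variants, protein and tumor data of the paper were not analysed here.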

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

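Of genes whose highest value in MOE LOW was above 0 and at most 0.1 FPKM and that were at 10 FPKM or more in all 3 MOE HIGH libraries, 4 are not discussed in the paper. These limits were chosen after the values were seen, and genes listed at 0 in all 3 MOE LOW libraries were left out. Itgb7, an integrin gene of leukocytes, was at 30.2 ± 5.87 FPKM (SD, n = 3 passages) in MOE HIGH, where its lowest value was 23.6 FPKM and its highest value in MOE LOW was 0.0278 FPKM, a log2 fold change of 4.93 (standard error 0.15, adjusted p = 2.8e-07 from limma). Vsig1, an immunoglobulin superfamily gene of junctions, was at 26.4 ± 15.3 FPKM in MOE HIGH, with a log2 fold change of 4.61 (standard error 0.34, adjusted p = 1.9e-05 from limma). Foxo6, a forkhead transcription factor gene, was at 25.3 ± 7.51 FPKM in MOE HIGH, with a log2 fold change of 4.60 (standard error 0.19, adjusted p = 1.0e-06 from limma). Kcnn4, a potassium channel gene, was at 19.1 ± 1.98 FPKM in MOE HIGH, with a log2 fold change of 4.28 (standard error 0.11, adjusted p = 1.6e-07 from limma). With 0.1 in place of 1 added to each value, the log2 fold changes were 8.11, 7.72, 7.32 and 7.23. No explanation was tested for these genes.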

How the results depend on the processing

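The count-based tests and scalings planned beforehand were not run, because they need counts, and fits without part of the genes, the GC and length correction, and the scalings and left-out libraries of the chromosome and clustering results were chosen after the data were seen. Genes higher ranged from 2203 to 3335 and genes lower from 3163 to 4314 over the fits that left out 1 library. The test against a 2-fold change gave 303 higher and 907 lower, a mean of at least 5 gave 2350 lower among fewer tested genes, and the other planned settings gave 1933 to 3166 higher and 2559 to 4534 lower. Of the named genes and list members, 137 lost the call against a 2-fold change, 26 at an adjusted p of 0.01, 10 at equal totals and 4 to 21 without 1 library. The direction of Ovgp1, which passed nowhere, turned at equal totals (-0.012), and its log2 fold changes without 1 library were -0.037 to 0.091, while those of Krt8 were -0.55 to 0.075. Those of Actn1 were -2.62 to 2.09. Lists called numbered 29 to 32 without 1 library, against 30, and 0 by camera with an estimated correlation (smallest adjusted p = 0.28, 6 lists at an unadjusted p under 0.05), 32 by camera with a preset correlation and 44 by fry. The WNT ligands changed direction against a 2-fold change (2 lower, 3 higher) and by fry (adjusted p = 0.015), and the mesothelium and ovarian surface epithelium by fry (adjusted p = 0.0039). The cause was not tested. Of the 91 genes that the paper names or that changed most, 77 to 82 were called without 1 library, against 80, and 90 or 91 kept their direction. Clustering placed 6 of 6 libraries with their group under each distance, and 5 of 5 without each library, while 9 to 11 chromosomes passed without 1 library, against 11.

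With the replicate number as a block, 2967 genes were higher and 3839 lower, and Srsf1, Fzd2 and Ccne1 passed (adjusted p = 0.020, 0.029 and 0.024 from limma), as did the lists of cholesterol synthesis, oxidative phosphorylation, immediate early genes and histones, with no other call of these genes and lists changed. The correlation of deviations between libraries of the same number was -0.02, -0.15 and 0.12, and up to 0.22 between other numbers, so not every library correlated best with its own number. The block is a fit by number only, since nothing pairs the passages. In simulated data with 200 changed genes among 11621, 61.2% of 1.5-fold changes were recovered. The real comparison called 6560 genes, so this share does not carry over to it.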

Differences from the paper's values

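The 90 group means that Tables 1 and 2 print were set beside those computed here, which were 0.576 to 1.21 times the paper's values (median 1.01), and 0.851 to 1.21 times for the 53 of at least 1 in the paper. None differed by more than 1.5 times and more than the spread between replicates. In the statements below, a gene or list that the paper names did not pass here, or a value lay on the other side.

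Table 2 prints a fold above 1 for Mdm2, while the paper's own columns give 64.97 for MOE LOW and 61.03 for MOE HIGH. Here the ratio of MOE HIGH to MOE LOW was 0.893, and Mdm2 did not pass here, as the paper also states. Fzd2, Myc and Atr moved in the direction the paper states, without passing. The paper lists Fzd2 among the genes that fell, with Fzd4, Fzd5 and Fzd8, which passed here. Fzd2 had a log2 fold change of -0.40 (standard error 0.17, adjusted p = 0.082 from limma), and passed with the replicate block (adjusted p = 0.029) and without the library of passage 113 (-0.59, adjusted p = 0.0040), within a range of 0.0040 to 1 over its settings, both from limma and both set before the data were examined. The paper states that Myc was amplified with cyclin D1, whose gene Ccnd1 passed here. The log2 fold change of Myc was 0.31 (standard error 0.18, adjusted p = 0.17 from limma), and no setting called it. Figure 5B shows a fold increase for Atr, as for Cdc25b and Brca1, which passed here. Atr, with a log2 fold change of 0.33 (standard error 0.17, adjusted p = 0.14 from limma), did not, and no setting called it. The paper reports a loss of p16 protein, encoded by Cdkn2a. The RNA of Cdkn2a, which sums transcripts of 2 proteins and does not measure p16, rose from 31.5 ± 1.28 to 52.7 ± 12.0 FPKM, a log2 fold change of 0.70 (standard error 0.16, adjusted p = 0.0058 from limma).

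Figure 4 shows the ribosome among the processes with higher genes. Here 11 of 80 genes were higher (adjusted p = 1 from Fisher's exact test), and the list passed at equal totals, without the library of passage 113 and by camera with a preset correlation (adjusted p = 4.7e-05), with a range of 6.2e-21 to 1 over the settings of Fisher's exact test. The paper names pathways in cancer among the repressed processes. The lower calls gave adjusted p = 0.26 from Fisher's exact test, and camera gave 0.40 with a preset and 0.65 with an estimated correlation. Fisher's exact test of the lower calls passed with no filter, in calls against a 2-fold change, where the higher calls passed with the same adjusted p of 0.037, and without the library of passage 113, with a range of 0.0014 to 0.86 over its settings. The fry test, which does not compare a list with other genes, gave the direction down (adjusted p = 0.0014). Figure S2 joins passages 103 and 113 first among the MOE HIGH libraries. Here passages 90 and 103 were the closest pair under all 4 distances, with the passage of each library taken from its record. The headings named 113, 8 and no passage over the values of passages 8, 9 and 10. Over those of passages 90, 103 and 113 they named 9, 10 and 103. By the records 6 of 6 libraries clustered with their group, which argues against the headings for the groups. The passage within a group rests on the record.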

Other observations

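Tests of the chromosome pattern for few genes and for an extra copy, of the share of cells, and of other splits of the libraries were chosen only after the result was seen. Genes of ribosome biogenesis rose as a group in MOE HIGH, where of 59 genes 51 were higher, 0 were lower and 8 did not pass the test (52 higher and 0 lower adjusted over the list alone). Over-representation of higher calls had adjusted p = 9.0e-22 by Fisher's exact test, and camera with an estimated correlation gave the list 0.35. Nolc1, a nucleolar chaperone gene, rose from 40.2 ± 1.73 FPKM to 143 ± 16.2 FPKM (SD, n = 3 passages in each group), and Rrp12 from 12.3 ± 0.812 to 41.9 ± 9.12 FPKM, both on chromosome 19. Without chromosomes 2, 8 and 19, 38 of 46 ribosome biogenesis genes were higher (adjusted p = 5.0e-18 from Fisher's exact test). Repair genes were also higher, where of 40 genes of homologous recombination and the Fanconi anemia pathway, 23 were higher, 0 were lower and 17 did not pass the test (23 higher and 0 lower adjusted over the list alone). The homologous recombination and Fanconi anemia list was rich in higher calls (adjusted p = 4.9e-05 from Fisher's exact test, and adjusted p = 0.28 with an estimated correlation). At equal totals 15 genes of that list were higher. Of 45 genes of nucleotide excision repair, 21 were higher, 3 were lower and 21 did not pass the test (20 higher and 3 lower adjusted over the list alone). For the higher calls, Fisher's exact test gave adjusted p = 0.0043, and camera with an estimated correlation gave the list 0.28. The call was lost without the library of passage 113 (adjusted p = 0.056, range 0.00052 to 1 over the settings of Fisher's exact test), with 5 genes lower without the library of passage 90 and 6 without that of passage 113. In that list Pcna, the sliding clamp of replication, rose from 194 ± 15.0 to 492 ± 22.1 FPKM and Ercc1, an endonuclease subunit gene, fell from 96.6 ± 19.9 to 24.0 ± 12.4 FPKM. Xpa of this list was lower too. Among its higher genes, Xab2 is also in the spliceosome list and Rpa2 in the homologous recombination list. Genes shared with other lists, such as those of replication, were not removed, so the higher calls are not particular to excision repair. Of 48 genes of glutathione and xenobiotic metabolism, 20 were higher, 17 were lower and 11 did not pass the test (20 higher and 19 lower adjusted over the list alone). Such higher calls were over-represented (adjusted p = 0.021 from Fisher's exact test, and adjusted p = 0.65 with an estimated correlation). That call was lost under median-ratio and trimmed-mean scaling (adjusted p = 0.057 and 0.071) and without the library of passage 113 (adjusted p = 0.21), with a range of 0.0019 to 0.21 over the settings of Fisher's exact test, and camera with a preset correlation gave adjusted p = 0.31. The glutathione transferase gene Gsta4 rose from 28.2 ± 10.4 to 625 ± 143 FPKM, and Aldh1a2, which makes retinoic acid, fell from 102 ± 24.3 to 0.0722 ± 0.00431 FPKM. Of 9 platinum transport genes, 4 were higher, 3 were lower and 2 did not pass the test (4 higher and 4 lower adjusted over the list alone). Their higher calls had adjusted p = 0.37 from Fisher's exact test, and the metallothionein gene Mt1 rose from 258 ± 55.7 to 960.5 ± 202 FPKM. In calls against a 2-fold change, the ribosome biogenesis and repair lists were not over-represented (adjusted p = 0.22 to 1 from Fisher's exact test).

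Genes of mesenchymal cells fell in MOE HIGH, where of 20 regulators of the epithelial to mesenchymal transition, 2 were higher, 17 were lower and 1 did not pass the test (2 higher and 17 lower adjusted over the list alone). Fisher's exact test of the lower calls gave adjusted p = 1.3e-05, and camera with an estimated correlation gave the list 0.28. The cadherin gene Cdh11 fell from 51.5 ± 11.2 to 0.243 ± 0.0607 FPKM and Foxc2 from 42.0 ± 7.89 to 0.0701 ± 0.0308 FPKM, while Twist2, a transcription factor gene of mesenchyme, rose from 5.94 ± 2.67 to 62.8 ± 15.7 FPKM. In contrast, the paper reports a loss of E-cadherin protein in MOE HIGH and mesenchymal, spindle-like tumors with little or no cytokeratin 8. Protein and tumors were not analysed here, so these RNA values do not show that the cells became more epithelial. Of 17 fibroblast and stromal genes, 2 were higher, 14 were lower and 1 did not pass the test (2 higher and 14 lower adjusted over the list alone). Over-representation of lower calls had adjusted p = 0.00017 by Fisher's exact test, and camera with an estimated correlation gave the list 0.34. That call was lost with a mean of at least 5 (adjusted p = 0.068, range 2.4e-05 to 0.068 over the settings of Fisher's exact test), and the chemokine gene Cxcl12 fell from 191 ± 25.4 to 2.92 ± 0.947 FPKM. Of 24 targets of the regulators YAP and TAZ, 2 were higher, 19 were lower and 3 did not pass the test (3 higher and 19 lower adjusted over the list alone). The YAP/TAZ targets list was rich in lower calls (adjusted p = 2.1e-05 from Fisher's exact test, and adjusted p = 0.34 with an estimated correlation). Ctgf, a matricellular protein gene, fell from 1971 ± 368 to 62.1 ± 9.05 FPKM. Of 31 interferon response genes, 3 were higher, 21 were lower and 7 did not pass the test (3 higher and 21 lower adjusted over the list alone). For the lower calls, Fisher's exact test gave adjusted p = 0.00028, and camera with an estimated correlation gave the list 0.28. That call was lost with a mean of at least 5 or with 5 in 3 libraries (adjusted p = 0.67 and 0.11, range 3.2e-07 to 0.67 over the settings of Fisher's exact test), and the immune GTPase gene Irgm1 fell from 79.5 ± 14.8 to 9.42 ± 1.67 FPKM. Of 3 imprinted genes of the Dlk1-Dio3 region all 3 were lower, with Meg3, a noncoding RNA gene, at 37.2 ± 8.96 FPKM in MOE LOW and at 0.0327, 0.00357 and 0.0576 FPKM in the MOE HIGH libraries. For genes whose proteins the paper reports, the cilia list had 4 higher and 6 lower genes of 12 and the tubulin list 3 higher and 4 lower of 13 (5 higher without the library of passage 113), neither over-represented. The log2 fold change was 0.63 (standard error 0.11, adjusted p = 0.0017 from limma) for the proliferation marker Mki67, -0.74 (standard error 0.10, adjusted p = 0.00054 from limma) for Wt1 and -0.82 (standard error 0.15, adjusted p = 0.0025 from limma) for Cdh2. The cyclin E1 gene Ccne1 had a log2 fold change of 0.38 (standard error 0.16, adjusted p = 0.083 from limma) and passed with the replicate block (adjusted p = 0.024) and without the library of passage 113 (0.55, adjusted p = 0.0034), both from limma with a range of 0.0034 to 1 over its settings. Krt8 and Rb1 did not pass, with log2 fold changes of -0.29 and -0.21, and Srsf1, a splicing factor gene, had a log2 fold change of 0.44 (standard error 0.17, adjusted p = 0.056 from limma) and passed without the library of passage 90, 103 or 113 (adjusted p = 0.047, 0.040 and 0.029), under median-ratio and trimmed-mean scaling (adjusted p = 0.032 and 0.028) and without the genes listed at 0 in part of a group (adjusted p = 0.049).

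Genes of chromosome 19 were higher in MOE HIGH as a set, with a median log2 fold change of 0.70 over 413 genes, 0.77 above the median of the other genes (permutation p = 0.0001, the smallest that 10000 random sets can give, and adjusted p = 0.00033), and 0.74, 0.68 and 0.70 in the 3 MOE HIGH libraries, while chromosomes 8 and 2 had medians of 0.29 and 0.22 and chromosomes 14, 3, 1 and 6 had medians of -0.29, -0.22, -0.20 and -0.18. The values argue against a bias of GC content or transcript length, since the excess was 0.701 after correction for both, and 85.5% of the chromosome's genes with a mean of at least 5 FPKM lay above the median of the others, so a few genes did not carry it. A candidate explanation is an extra copy of chromosome 19: all 8 stretches of 50 genes along it lay above the other genes, the lowest at 0.33. As all 18 stretches of chromosome 2 and all 12 of chromosome 8 also did, the test is not particular to chromosome 19, and it was made on the data in which the pattern was found. No DNA was measured, and regulation of many genes of the chromosome stays open and untested. The lists of splicing, RNA transport and DNA replication genes did not owe their calls to these chromosomes, since without chromosomes 2, 8 and 19 their largest adjusted p was 1.1e-05 from Fisher's exact test.

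Smooth muscle contractile genes were lower in MOE HIGH, with a median log2 fold change of -3.19. The values argue against a different total or a few dominant genes, since the highest median of the list over 4 scalings was -3.13. Of the epithelial junction and keratin list 5 genes were lower while 14 were higher. These counts cannot decide on a loss of contractile or stromal cells alone. Whether the genes of that list are expressed only in epithelial cells was not tested. Endothelial genes fell too, 7 of 8 (adjusted p = 0.0086 from Fisher's exact test and 0.28 with an estimated correlation, lost with no filter, at an adjusted p of 0.01, against a 2-fold change and without chromosomes 2, 8 and 19, range 0.0031 to 0.26). Against a 2-fold change, 3 of 7 leukocyte genes and 5 of 13 mesothelium genes were higher (adjusted p = 0.0036 and 0.00015 from Fisher's exact test), and 0 and 4 were lower. Without a minimum fold these higher calls did not pass (adjusted p = 0.19 and 0.21 from Fisher's exact test, and 0.40 and 0.65 with an estimated correlation). The fry test gave the mesothelium list the direction down (adjusted p = 0.0039). A loss of contractile or stromal cells alone and a change in the state of the cells remain as hypotheses. So does the outgrowth of a different epithelial cell during passaging together with a loss of stromal cells, and no test here parts them.

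Exact zeros stood among abundant genes: over 25 genes other than small RNAs, 40 values were 0 although another library of the group reached 5 FPKM. Over the genes with a library of at least 5 FPKM in a group, 2 values lay above 0 and under a 50th of the highest. Anxa2, an annexin gene, was listed at 1061, 0 and 0 FPKM in MOE LOW and 0, 694 and 556 FPKM in MOE HIGH. The lack of low values between goes with a failed estimate in the expression tool. Silencing in single passages would leave low values as well as zeros. The 40 exact zeros of the 25 genes, against 2 low values over the wider set of genes, argue against it for these 25 genes. The reads were not examined. For Actn1, leaving out the library of passage 9 changed a log2 fold change of 0.49 that did not pass (adjusted p = 0.87 from limma) to -2.62 (adjusted p = 0.00013 from limma).

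Over the 10 ways to split the 6 libraries into groups of 3, the real split called 6560 genes and the highest of the others 3, so that 1 of 10 splits was as large. The splits are too few for a share under 0.05.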
